# Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function

**DOI:** 10.1111/mpp.70318

**Published:** 2026-07-11

**Authors:** Lu‐Shen Li, Yan‐Yan Yang, Lin Ma, Shu‐Lei Wang, Sha Li

**Keywords:** autoimmunity, calmodulin‐binding protein 60b (CBP60b), CBP60g, effector‐triggered immunity (ETI), pathogen, transcriptional activity

## Abstract

Calmodulin‐Binding Protein 60 (CBP60), a plant‐specific atypical transcription factor family, plays pivotal roles in reprogramming plant immunity. Loss of function of the CBP60b and CBP60b/c/d/e/f subfamily constitutively activates immune responses (autoimmunity). However, the specific mechanisms and pathways underlying this autoimmunity remain elusive. Here, through EMS mutagenesis of the *cbp60b* mutant, we isolated a dominant suppressor mutant that suppresses the *cbp60b* autoimmune phenotype. Sequencing identified a point mutation in *CBP60g* (designated *cbp60g‐3*) that causes an aspartate‐to‐asparagine substitution at position 252 and reduces its transcriptional activity. Increasing the expression of *CBP60g* ^*D252N*^ restored the pathogen response defect of the *cbp60g;sard1* mutant. Strikingly, while wild‐type CBP60g failed to suppress the autoimmunity of *cbp60b*, the transcriptionally compromised CBP60g^D252N^ variant completely suppressed it. Unexpectedly, we found that functional loss of canonical effector‐triggered immunity (ETI) pathways only partially suppressed the autoimmunity of the *cbp60b;c;d;e;f* quintuple mutant. Although simultaneously disrupting the ETI pathways and introducing CBP60g^D252N^ further suppressed the autoimmunity of *cbp60b;c;d;e;f*, it still failed to achieve complete suppression. These results indicate that the autoimmunity in *cbp60b;c;d;e;f* mutant is mediated by both canonical ETI‐dependent and ETI‐independent pathways. These results provide new insights and raise further questions regarding the signalling mechanisms of plant autoimmunity.

## 1 Introduction

Plants recognize pathogenic microorganisms through two primary immune pathways. Initially, pattern recognition receptors (PRRs) on the cell surface perceive pathogen‐associated molecular patterns (PAMPs) or damage‐associated molecular patterns (DAMPs) generated upon pathogen invasion, thereby activating pattern‐triggered immunity (PTI) (Zhou and Zhang 2020; Ngou et al. 2022; Zhang et al. 2023; Weralupitiya et al. 2024). To establish successful infection, pathogens secrete effectors into plant cells to enhance virulence (Jones et al. 2024). In response, intracellular immune receptors known as nucleotide‐binding leucine‐rich repeat (NLR) proteins recognize these effectors, triggering effector‐triggered immunity (ETI) (Zhou and Zhang 2020; Ngou et al. 2022; Wang et al. 2022; Huang et al. 2023). NLRs are classified into three subfamilies: TNLs, CNLs and RNLs (Zhou and Zhang 2020). The formation of enhanced disease susceptibility 1 (EDS1)‐phytoalexin deficient 4 (PAD4) or EDS1‐senescence‐associated gene 101 (SAG101) complexes and RNLs are essential for TNL‐mediated ETI signaling (Zhou and Zhang 2020; Huang et al. 2023). In contrast, CNL‐mediated immunity primarily requires non‐race‐specific disease resistance 1 (NDR1) for signal transduction (Jones and Dangl 2006; Dodds and Rathjen 2010). ETI activation often culminates in the hypersensitive response (HR), a form of localized programmed cell death that restricts pathogen spread (Dodds and Rathjen 2010; Zhou and Zhang 2020). Accumulating evidence indicates that PTI and ETI mutually potentiate each other through synergistic interactions, ensuring robust and sustained immune outputs during pathogen challenge (Yuan et al. 2021; Lozano‐Durán et al. 2023).

Certain gene mutations can aberrantly activate plant immune responses, leading to cell death and developmental abnormalities. Such mutants are referred to as autoimmune or lesion mimic mutants (Rodriguez et al. 2016; van Wersch et al. 2016; Chakraborty et al. 2018; Freh et al. 2022). Typical phenotypes of autoimmune mutants include dwarfism or semi‐dwarfism, spontaneous leaf lesions, elevated salicylic acid (SA) levels, constitutive expression of immune‐related genes, and enhanced resistance to pathogens (Chakraborty et al. 2018; Freh et al. 2022). Autoimmunity in plants can result from gain‐of‐function mutations in immune receptors or loss‐of‐function mutations in negative regulators of immunity (Chakraborty et al. 2018; Freh et al. 2022). More frequently, however, autoimmunity arises from mutations in targets of NLR‐recognized effectors (Rodriguez et al. 2016; van Wersch et al. 2016). The phenotypes of such mutants can often be suppressed by introducing mutations in specific NLRs or in key components of the ETI signalling pathway, such as EDS1 or PAD4 (Zhang et al. 2012; Rodriguez et al. 2016; Chakraborty et al. 2018; Takagi et al. 2019). The mechanism underlying this type of autoimmunity is frequently explained by the “guard model”: the mutated gene encodes a protein that is normally targeted by pathogen effectors; when this guardee is altered, the corresponding NLR perceives this modification as a sign of infection and erroneously activates immune responses (Jones and Dangl 2006; Rodriguez et al. 2016; Freh et al. 2022). In addition to autoimmunity caused by gain‐ or loss‐of‐function mutations in genes directly involved in immune signalling, loss‐of‐function mutations in biological processes seemingly unrelated to immunity, such as nitrogen metabolism and nonsense‐mediated RNA decay (NMD), can also lead to autoimmune phenotypes (Riehs‐Kearnan et al. 2012; Colinas et al. 2016).

Regardless of the underlying cause, autoimmune phenotypes can often be suppressed by introducing mutations in key components of immune signalling pathways, such as EDS1, PAD4 or NDR1 in the ETI pathway; SID2 or NPR1 in the salicylic acid (SA) pathway; FMO1 in the systemic acquired resistance (SAR) pathway; or CBP60g and SARD1 (Sun et al. 2015; van Wersch et al. 2016; Chakraborty et al. 2018). Moreover, the distinct morphological phenotypes of autoimmune mutants facilitate the visual screening of suppressors, which are of great significance for elucidating the mechanisms of plant immune receptors and dissecting their associated signalling networks (Johnson et al. 2013; van Wersch et al. 2016; Chakraborty et al. 2018).

The calmodulin‐binding protein 60 (CBP60) family comprises plant‐specific transcription factors. In *Arabidopsis thaliana* , this family consists of eight members, which are divided into four subfamilies/clade: CBP60a, CBP60b/c/d/e/f, CBP60g and SARD1 (Ding and Redkar 2018; Zheng et al. 2021; Li et al. 2024). The CBP60b clade homologous genes are present across land plant lineages, whereas the other clades evolved around the time of angiosperm diversification (Zheng et al. 2021). CBP60a functions as a negative regulator of plant immunity (Truman et al. 2013; Lu et al. 2018), although its precise molecular mechanism remains unclear (Lu et al. 2018; Zheng et al. 2021). Unlike other family members that localize exclusively to the nucleus, CBP60a is distributed in both the nucleus and cytoplasm (Li et al. 2024). CBP60g and SARD1 act redundantly to regulate the expression of immune genes involved in PTI, ETI, SA signalling and SAR (Zhang, Xu, et al. 2010; Wang et al. 2011; Sun et al. 2015; Huang et al. 2020). CBP60b is considered a key activator of immune transcriptional reprogramming. On one hand, it regulates the expression of a suite of immune‐related genes. In particular, reverse transcription‐quantitative PCR (RT‐qPCR), dual luciferase reporter assays and chromatin immunoprecipitation (ChIP) assays have demonstrated that CBP60b directly binds to the promoters of *CBP60g* and *SARD1* and activates their expression (Li et al. 2021). On the other hand, the *cbp60b* mutant exhibits autoimmunity that is dependent on canonical EDS1‐PAD4 and NDR1 ETI pathways; introducing mutations in the EDS1‐PAD4 or NDR1 pathway can completely or partly suppress the *cbp60b* autoimmune phenotype (Huang et al. 2021; Li et al. 2021). This suggests that CBP60b may be monitored as a guardee by NLR proteins. Indeed, evidence indicates that CBP60g is targeted by pathogen effectors. The effector VdSCP41 from *Verticillium dahliae* binds to the transcriptional activation domain of CBP60g, inhibiting their function (Qin et al. 2018). Furthermore, loss‐of‐function of the entire CBP60b–f clade or of CBP60b in combination with CBP60g and SARD1 results in more severe autoimmunity (Li et al. 2021, 2024). The *cbp60b* phenotype can be rescued by expressing *CBP60d* or *CBP60f* under the control of the *CBP60b* promoter, but not by expressing *CBP60g* or *SARD1*. Interestingly, both the *cbp60b;c;d;e;f* quintuple mutant and the *cbp60g;cbp60b* double mutant exhibited more severe autoimmunity than the *cbp60b* single mutant (Li et al. 2021, 2024). This indicates functional redundancy among members of the CBP60b clade and reveals both overlapping and distinct functions between CBP60g/SARD1 and CBP60b (Li et al. 2024).

Although we previously demonstrated genetically that the autoimmunity of *cbp60b* is dependent on the EDS1‐PAD4 or NDR1 pathways (Li et al. 2021), it remains unclear which other immune pathways or components are involved in this process. Here, we first generated *sid2* and *fmo1* knockout mutants in the *cbp60b/+* background using CRISPR‐Cas9. Disruption of the SA and SAR pathways did not alter the autoimmune phenotype of *cbp60b*, despite the high expression levels of genes in these pathways in the mutant. Similarly, mutating *NLR* genes that are upregulated in *cbp60b* also failed to suppress its autoimmunity. We therefore performed EMS mutagenesis on *cbp60b* and screened for morphological suppressors. This led to the identification of a point mutation in *CBP60g*, which we designated *cbp60g‐3*, that was able to suppress the *cbp60b* autoimmune phenotype. *cbp60g‐3* results in an amino acid substitution at position 252 of CBP60g. This mutation reduces its transcriptional activity on downstream genes but, importantly, retains sufficient function to complement the pathogen response defect of the *cbp60g;sard1* mutant. We found that neither introducing the CBP60g^D252N^ variant nor functional loss of the canonical ETI pathway could fully suppress the phenotype of the *cbp60b;c;d;e;f* mutant. While introducing CBP60g^D252N^ into the *eds1;pad4;ndr1;cbp60b;c;d;e;f* background led to further phenotypic suppression, complete suppression was not achieved. These results indicate that both ETI‐dependent and ETI‐independent pathways mediate the autoimmunity observed in the *cbp60b;c;d;e;f* mutant.

## 2 Results

### 2.1 The Autoimmunity of *cbp60b* Is Not Mediated by the SA/SAR Pathways or by the *NLR* Genes That Are Highly Expressed in *cbp60b*

Loss of CBP60b function results in abnormal activation of plant immunity, with upregulated immune gene expression causing developmental defects—a phenotype known as autoimmunity. To investigate which pathways mediate the autoimmunity resulting from CBP60b loss‐of‐function, we first examined several known candidate pathways, including the SA and SAR pathways (van Wersch et al. 2016; Chakraborty et al. 2018). Consistent with previous reports, SA accumulation was elevated in the *cbp60b* mutant, and the expression of key genes involved in SA and SAR signalling was upregulated (Li et al. 2021). However, mutation of *FMO1* or *SID2*, as well as overexpression of the *NahG* (Zhao et al. 2016) in the *cbp60b* background, failed to suppress its developmental defects (Figure S1).

Previous studies have shown that *NLR* expression is upregulated in certain autoimmune mutants (Liu et al. 2017). We observed increased transcript levels of 11 *NLR* genes—namely *RMG1*, *TN2*, *SOC3*, *AT5G38340*, *AT3G04220*, *AT5G46260*, *AT5G66630*, *AT1G58390*, *AT1G12210*, *AT5G18350* and *AT1G64070*—in the *cbp60b* mutant (Figure S2A). Using CRISPR‐Cas9 to mutate each of these *NLR* genes (Figure S2B–L), we found that none of the individual knockouts suppressed the *cbp60b* autoimmunity (Figure S2M,N). To rule out potential functional redundancy among these NLRs (Lolle et al. 2017), we overexpressed dominant‐negative (DN) forms of the corresponding NLRs. However, these also failed to rescue the developmental defects of *cbp60b* (Figure S2O). Collectively, these results indicate that activation of the SA/SAR pathway and upregulation of *NLR* gene expression are not causal factors driving *cbp60b* autoimmunity but rather represent secondary consequences of the autoimmune state.

### 2.2 CBP60g^D252N^ Suppresses the Autoimmunity of *cbp60b*

To identify the immune components involved in the autoimmunity of *cbp60b*, we performed EMS mutagenesis on *cbp60b* seeds. A line with a suppressed phenotype, designated *sw‐05‐12* (Figure 1), was identified in the M_1_ generation. Approximately three‐quarters of its self‐pollinated M_2_ progeny exhibited the suppressed phenotype, indicating that it carries a dominant mutation.

**FIGURE 1:**
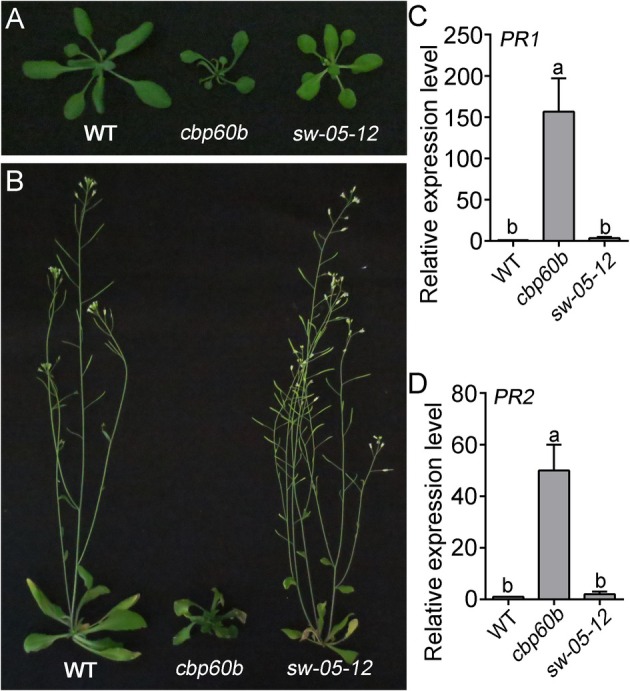
*sw‐05‐12* rescues the defects in *cbp60b*. (A, B) Representative growth of wild type (WT), *cbp60b‐1* (*cbp60b*) and *sw‐05‐12* at 3 weeks after germination (WAG) (A) or 5 WAG (B) under long‐day (LD) conditions. (C, D) Relative transcript abundance of *PR1* (C) and *PR2* (D) in the indicated genotypes. RNAs were extracted from leaves of 3 WAG plants under LD conditions. Values are means ± SE (*n* = 4). Different letters indicate significantly different groups (one‐way ANOVA and Tukey's multiple comparison test; *p* < 0.05).

Whole‐genome resequencing revealed that the mutation in *sw‐05‐12* corresponds to a G‐to‐A substitution at nucleotide position 754 in the *CBP60g* gene, resulting in an aspartic acid (D) to asparagine (N) change at amino acid 252. This allele was designated *cbp60g‐3*. CBP60g and CBP60b belong to different subfamilies within the same protein family. Our previous work demonstrated that CBP60b regulates the expression of *CBP60g* (Li et al. 2021); however, the *proCBP60b:CBP60g* failed to complement the *cbp60b* phenotype (Li et al. 2024). Furthermore, the *cbp60b;cbp60g* double mutant exacerbates the autoimmunity of *cbp60b*, suggesting partial functional redundancy between these two proteins (Li et al. 2021). To verify the mutation, we introduced the *UBQ10:CBP60g* ^*D252N*^ construct into the *cbp60b* mutant. The results showed that CBP60g^D252N^ suppressed the *cbp60b* autoimmune phenotype (Figure 2A,B,E,F).

**FIGURE 2:**
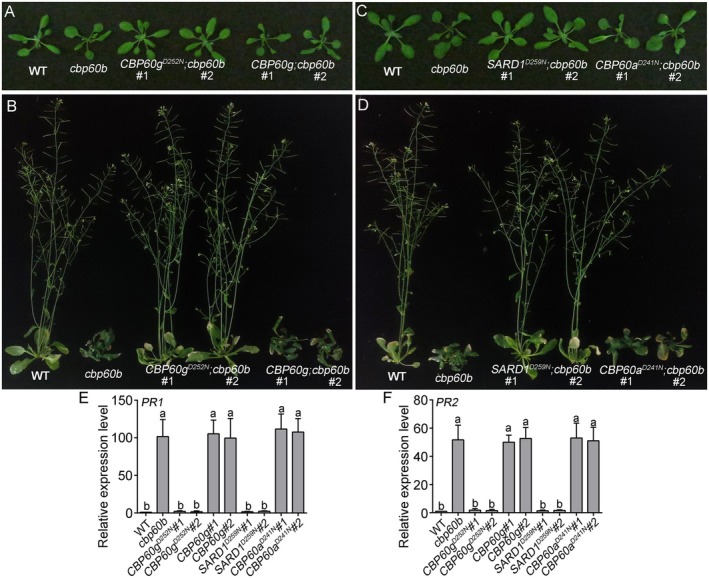
CBP60g^D252N^ and SARD1^D259N^ rescue the defects in *cbp60b*. (A, B) Representative growth of wild type (WT), *cbp60b‐2* (*cbp60b*), two independent lines of *UBQ10:CBP60g* ^*D252N*^ *‐GFP;cbp60b* and two independent lines of *UBQ10:CBP60g‐GFP;cbp60b* at 3 weeks after germination (WAG) (A) or 5 WAG (B) under long‐day (LD) conditions. (C, D) Representative growth of WT, *cbp60b*, two independent lines of *UBQ10:SARD1* ^*D259N*^ *‐GFP;cbp60b* and two independent lines of *UBQ10:CBP60a* ^*D241N*^ *‐GFP;cbp60b* at 3 WAG (C) or 5 WAG (D) under LD conditions. (E, F) Relative transcript abundance of *PR1* (E) and *PR2* (F) in the indicated genotypes. RNAs were extracted from leaves of 3 WAG plants under LD conditions. Values are means ± SE (*n* = 4). Different letters indicate significantly different groups (one‐way ANOVA and Tukey's multiple comparison test; *p* < 0.05).

To rule out differences in expression level and pattern, we generated and introduced *UBQ10:CBP60g* construct into *cbp60b* mutant. We found that CBP60g failed to suppress the phenotype (Figure 2A,B,E,F), which is consistent with the results driven by the *CBP60b* promoter (Li et al. 2024). These results indicate that the suppression observed in *sw‐05‐12* is mediated by the mutant CBP60g^D252N^, and that this suppression is due to the altered function of the mutant protein, rather than changes in its expression level.

The Asp252 is conserved across the *CBP60* gene family, including in early land plant lineages and higher plant lineages such as cucumber and tomato (Li et al. 2024). We have previously reported both functional similarities and differences among different CBP60 subclades at the genetic level (Li et al. 2024). To investigate the function of this residue in other clades, we introduced *UBQ10:SARD1* ^*D259N*^ and *UBQ10:CBP60a* ^*D241N*^ constructs into the *cbp60b* background. We found that SARD1^D259N^ rescued the phenotype, whereas CBP60a^D241N^ did not (Figure 2C–F). Together, these results further demonstrate that CBP60g and SARD1 are functionally similar, while CBP60a is functionally distinct from other CBP60 clades (Li et al. 2024).

To further clarify the impact of endogenous *CBP60g* transcripts on the phenotype, we designed and used specific primers to detect endogenous, exogenous, and total *CBP60g* transcripts in wild type, *cbp60b*, *UBQ10:CBP60* ^*D252N*^, *UBQ10:CBP60g*, and *UBQ10:SARD1* ^*D259N*^ in *cbp60b* transgenic lines. As previously reported (Li et al. 2021), endogenous *CBP60g* transcripts were constitutively highly expressed in *cbp60b* (Figure S3). In the *UBQ10:CBP60* ^*D252N*^ and *UBQ10:SARD1* ^*D259N*^ transgenic lines, endogenous *CBP60g* expression was suppressed, whereas in the *UBQ10:CBP60g* transgenic lines it was not suppressed and remained at levels similar to those in *cbp60b* (Figure S3). Total *CBP60g* transcript levels in the *UBQ10:CBP60* ^*D252N*^ transgenic lines were comparable to exogenous *CBP60g* transcripts, but in the *UBQ10:CBP60g* transgenic lines they were higher than exogenous *CBP60g* transcripts (Figure S3). These results indicate that the complementation of *cbp60b* by *UBQ10:CBP60* ^*D252N*^ and *UBQ10:SARD1* ^*D259N*^ is unrelated to endogenous *CBP60g* transcripts.

### 2.3 CBP60g^D252N^ Exhibits Reduced Transcriptional Activity

The Asp252 of the CBP60g is located within the transcriptional regulatory motif (TRM) (Qin et al. 2018; Li et al. 2021). To investigate the impact of this residue on protein function, we performed dual luciferase (LUC) reporter assays. We co‐transfected reporter constructs *proSID2:LUC* or *proEDS1:LUC*, with *UBQ10:GFP*, *UBQ10:CBP60g‐GFP*, or *UBQ10:CBP60g* ^*D252N*^ *‐GFP* into *Arabidopsis* mesophyll protoplasts and measured relative LUC activity. We found that the LUC activity induced by CBP60g^D252N^ was significantly lower than that induced by CBP60g (Figure 3A,B), indicating that mutation of this residue is critical for its activity as a transcription factor. To further validate this result, we tested the activation capacity of the TRM (Qin et al. 2018; Li et al. 2021) from CBP60g^D252N^. The results showed that CBP60g^D252N^‐TRM exhibited significantly lower activation compared to CBP60g‐TRM (Figure 3C). Together, these results demonstrate that the Asp252 of CBP60g is essential for its function.

**FIGURE 3:**
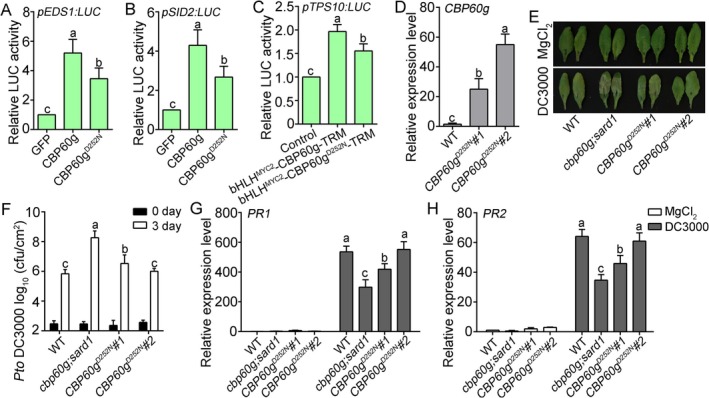
The transcriptional activity of CBP60g^D252N^ is reduced. (A, B) Quantitative luminescence showing the luciferase (LUC) activity of *pEDS1:LUC* (A) and *pSID2:LUC* (B). The *promoter:LUC* constructs were co‐transfected with *UBQ10:GFP* (GFP), *UBQ10:CBP60g‐GFP* (CBP60g), or *UBQ10:CBP60g* ^*D252N*^ *‐GFP* (CBP60g^D252N^). (C) Quantitative luminescence. *pTPS10:LUC* was transfected with *35S:BHLH* ^*MYC2*^ *‐GFP*(Control), *35S:BHLH* ^*MYC2*^ *‐CBP60g‐TRM‐GFP* (bHLH^MYC2^‐CBP60g‐TRM), or *35S:BHLH* ^*MYC2*^ *‐CBP60g* ^*D252N*^ *‐TRM‐GFP* (bHLH^MYC2^‐CBP60g^D252N^‐TRM). LUC reporter activity was determined 16 h post‐transfection. Values are means ± SE (*n* = 4). (D) Relative transcript abundance of *CBP60g* in wild‐type (WT) and two independent lines of *UBQ10:CBP60g* ^*D252N*^ *‐GFP* by reverse transcription‐quantitative PCR. (E) Representative leaf symptom photographs at 3 days post‐inoculation (dpi) with *Pseudomonas syringae* pv. *tomato* (Pto) DC3000 in the indicated genotypes. (F) Sensitivity of the indicated genotypes to Pto DC3000. Bacterial growth was determined 2 h post‐inoculation (0 d) or 3 days post‐inoculation (3 d). Values are means ± SD (*n* = 5). Experiment was repeated three times with similar results. (G, H) Relative transcript abundance of *PR1* (G), and *PR2* (H) upon mock treatment (MgCl_2_) or Pto DC3000 treatment in designated genotypes. RNAs were extracted from infiltrated leaves at 24 h post‐treatment. Results are means ± SE (*n* = 3). Different letters indicate significantly different groups (one‐way ANOVA and Tukey's multiple comparison test; *p* < 0.05).

To further investigate the impact of this residue on protein function, we introduced the *UBQ10:CBP60g* ^*D252N*^ construct into the *cbp60g;sard1* mutant. We selected two lines with different expression levels (Figure 3D) and performed pathogen infection assays to assess whether they could complement the immune phenotype of the double mutant. We found that the extent of phenotypic rescue by CBP60g^D252N^ correlated with its expression level: high‐expressing CBP60g^D252N^ fully restored resistance to pathogen *Pseudomonas syringae* pv. *tomato* DC3000 in the double mutant, whereas low‐expressing CBP60g^D252N^ only partially restored the phenotype (Figure 3E–H). This suggests that although the point‐mutated CBP60g^D252N^ exhibits reduced transcriptional activity, its function may be compensated by increased protein abundance.

Previous studies have shown that the transcriptional activity of CBP60g is lower than that of CBP60b (Li et al. 2021), and that of CBP60g^D252N^ is lower than that of CBP60g. Therefore, the rescue of the *cbp60b* phenotype by CBP60g^D252N^ is likely not due to CBP60g^D252N^ substituting for CBP60b in transcriptional function.

Members of the CBP60b–f clade are functionally redundant, and mutations in CBP60c–f exacerbate the autoimmune phenotype of *cbp60b* (Li et al. 2024). To investigate whether CBP60g^D252N^ can suppress the autoimmunity of the *cbp60b;c;d;e;f* (*quintuple*) mutant, we introduced CBP60g^D252N^ into the *quintuple* mutant. Unexpectedly, we found that it only partially restored the *quintuple* phenotype (Figure S4).

### 2.4 The Autoimmunity of *cbp60b;c;d;e;f* Is Partially Dependent on the Canonical ETI Pathway

The observation that CBP60g^D252N^ completely suppresses *cbp60b* autoimmunity but only partially suppresses autoimmunity in the *quintuple* mutant prompted us to investigate the contribution of the canonical ETI pathway to the *quintuple* autoimmune phenotype. Our previous studies showed that introducing mutations in the EDS1‐PAD4‐ADR1s pathway, which mediates TNL immune signalling, or introducing mutations in the NDR1 pathway, which mediates CNL immune signalling, into the *cbp60b* background could fully or partially suppress the autoimmune phenotype of *cbp60b* (Li et al. 2021). To explore whether CBP60g^D252N^ is associated with distinct NLR pathways, we next examined the impact of different ETI pathways on autoimmunity in the *quintuple* mutant. We introduced the *eds1‐c1;pad4‐c1* or *ndr1‐c1* mutants into *quintuple‐1* or *quintuple‐2*. We found that *eds1‐c1;pad4‐c1*, *pad4‐c1*, or *ndr1‐c1* each rescued the developmental phenotype of the *quintuple* mutant to varying degrees, but none achieved complete suppression (Figure 4A,C–E). Unexpectedly, even after simultaneously disrupting both canonical ETI responses by mutating *EDS1*, *PAD4* and *NDR1*, the autoimmune phenotype of the *eds1‐c1;pad4‐c1;ndr1‐c1;quintuple* (*epn;quintuple*) mutant remained incompletely suppressed (Figure 4A,C–E). The *epn;quintuple* plants exhibited developmental arrest around 3 weeks of age and failed to bolt or set seeds (Figure S5). Moreover, the expression levels of immune marker genes in the *epn;quintuple* mutant were substantially higher than those in *cbp60b* or *cbp60b;d;e;f* mutants (Figure 4G,H). These results indicate that the immune responses in the *epn;quintuple* mutant are not fully suppressed.

**FIGURE 4:**
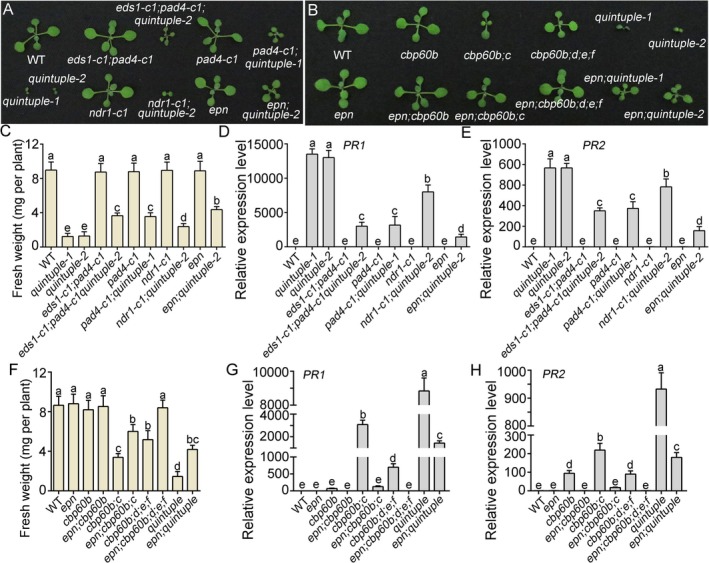
Functional loss of classical effector‐triggered immunity (ETI) pathways only partially rescue the autoimmunity in *quintuple*. (A) Representative growth of wild‐type (WT), *quintuple‐1*, *quintuple‐2*, *eds1‐c1;pad4‐c1*, *eds1‐c1;pad4‐c1;quintuple‐2, pad4‐c1*, *pad4‐c1;quintuple‐1, ndr1‐c1*, *ndr1‐c1;quintuple‐2*, *eds1‐c1;pad4‐c1;ndr1‐c1* (*epn*), and *epn;quintuple‐2* at 2 weeks after germination (WAG) under long‐day (LD) condition. (B) Representative growth of WT, *cbp60b‐1* (*cbp60b*), *cbp60b;c*, *cbp60b;d;e;f*, *quintuple‐1*, *quintuple‐2*, *epn*, *epn;cbp60b*, *epn;cbp60b;c*, *epn;cbp60b;d;e;f*, *epn;quintuple‐1*, and *epn;quintuple‐2* at 2 WAG under LD condition. (C, F) Fresh weight of the indicated genotypes. Values are means ± standard deviation (SD, *n* > 15). Aerial tissues were collected from 2 WAG plants under LD condition. (D, E, G, H) Relative transcript abundance of *PR1* (D, G) and *PR2* (E, H) in the indicated genotypes. RNAs were extracted from leaves of 2 WAG plants under LD condition. Values are means ± SE (*n* = 4). Different letters in (C–H) indicate significantly different groups (one‐way ANOVA, Tukey's multiple comparisons test, *p* < 0.05).

We found that different combinations of *CBP60c–f* mutations enhanced the autoimmunity of *cbp60b* to varying degrees (Figure 4B,F). The autoimmunity of *cbp60b;c* was stronger than that of *cbp60b;d;e;f* (Figure 4B,F–H), potentially due to the higher expression of *CBP60c* in aerial tissues during the seedling stage, whereas *CBP60d/e/f* expression is relatively low (Figure S6). We assessed the suppression of *cbp60b*, *cbp60b;c*, *cbp60b;d;e;f*, and the *quintuple* mutant by *epn* (Figure 4B,F–H). The *epn* mutant fully rescued the phenotypes of *cbp60b* and *cbp60b;d;e;f*. The *epn;cbp60b;c* plants developed normally, although they were slightly smaller overall than wild‐type plants (Figure 4B,F).

### 2.5 RNA‐Seq Data Reveal Constitutive Immune Activation in *epn;quinple*

To further investigate whether the *epn;quintuple* (*octuple*) mutant retains high immune gene expression (Figure 4), we performed RNA‐seq on aerial tissues of wild‐type (WT), *epn*, *quintuple* and *octuple* seedlings. 

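Aerial tissues of 2-week-old seedlings grown with 16 h of light per day were sampled, and each sample pooled 20 to 30 seedlings. The paper's supplement states that *quintuple* plants die at about this age or before. Comparisons with *quintuple* may therefore include changes of dying seedlings, which were not separated here. There were 3 replicate samples of each of 4 genotypes, WT, *epn* (*eds1;pad4;ndr1*), *quintuple* (*cbp60b;c;d;e;f*) and *octuple* (*epn;quintuple*), which gave 12 libraries. The authors deposited the number of fragments counted on each gene, without normalization, and FPKM values made from those counts. The counts covered 23784 genes, and between 38698646 and 44294404 fragments were counted per library. The median total was 42049488 in WT, 41936077 in *epn*, 39393938 in *quintuple* and 44274721 in *octuple*. A level of 3 counts, the upper limit that a count of 0 allows, was between 0.0677 and 0.0775 CPM, the unit of counts scaled to library size, for counting error only. CPM values of genes were scaled by edgeR's TMM factors over the 12 libraries and are given as mean ± SD (n = 3). Each comparison was tested with edgeR's quasi-likelihood test on its own 6 libraries, and a gene was called a DEG at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2.

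Of the genes mutated in *epn*, *EDS1* (AT3G48090) was at 21.1 ± 2.84 CPM in WT, 5.03 ± 1.33 in *epn*, 101 ± 26.0 in *quintuple* and 7.40 ± 1.48 in *octuple*. *PAD4* (AT3G52430) was at 6.48 ± 3.02, 1.33 ± 0.168, 102 ± 27.6 and 3.34 ± 0.295 CPM in the same order. *NDR1* (AT3G20600) was at 6.35 ± 1.41, 3.70 ± 2.12, 17.2 ± 3.76 and 4.45 ± 0.894 CPM, and 5.58% of its exonic 50-base sequences also lay in another gene. In *epn* against WT the log2 fold changes were -2.07 (SE 0.22), -2.28 (SE 0.36) and -0.77 (SE 0.41), and none of the 3 genes was called, with adjusted p of 0.313, 0.789 and 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, *EDS1* and *PAD4* were called lower in *epn* and *NDR1* was not, and over the alternatives tried the adjusted p in edgeR, DESeq2 or limma was 4.28e-12 to 1 for *EDS1*, 1.59e-05 to 1 for *PAD4* and 0.0779 to 1 for *NDR1*. In *octuple* against *quintuple*, which differ by the same mutations, the log2 fold changes were -3.73 (SE 0.27), -4.91 (SE 0.26) and -1.92 (SE 0.24), with adjusted p of 0.000856, 0.000715 and 0.00173 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

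Of the genes mutated in *quintuple*, *CBP60b* (AT5G57580) was at 42.7 ± 1.30 CPM in WT, 39.4 ± 1.80 in *epn*, 209 ± 48.4 in *quintuple* and 48.7 ± 6.71 in *octuple*. *CBP60c* (AT2G18750) was at 45.8 ± 2.64, 49.2 ± 2.28, 32.7 ± 2.93 and 29.6 ± 2.47 CPM, and *CBP60d* (AT4G25800) was at 3.35 ± 0.791, 2.59 ± 0.848, 4.53 ± 0.393 and 2.50 ± 0.499 CPM. *CBP60e* (AT2G24300) was at 3.28 ± 1.06, 2.24 ± 0.376, 1.49 ± 0.512 and 1.91 ± 0.585 CPM, and *CBP60f* (AT4G31000) at 10.8 ± 3.75, 14.7 ± 7.10, 21.6 ± 5.48 and 44.9 ± 17.9 CPM. The log2 fold change in *quintuple* against WT was 2.28 for *CBP60b* (SE 0.20), -0.49 for *CBP60c* (SE 0.12), 0.43 for *CBP60d* (SE 0.25), -1.14 for *CBP60e* (SE 0.39) and 1.00 for *CBP60f* (SE 0.32). The adjusted p was 0.000407, 0.0154, 0.175, 0.0424 and 0.0353 in the same order (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the 6 fits that each left out 1 library, the adjusted p in this test was 0.0258 to 0.132 for *CBP60e* (highest without WT replicate 2) and 0.0449 to 0.109 for *CBP60f* (highest without *quintuple* replicate 1). None of the 8 mutated genes was at 0 counts in all libraries of a mutant, and counts per gene do not show whether the transcripts are complete.

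**Figure D1:**
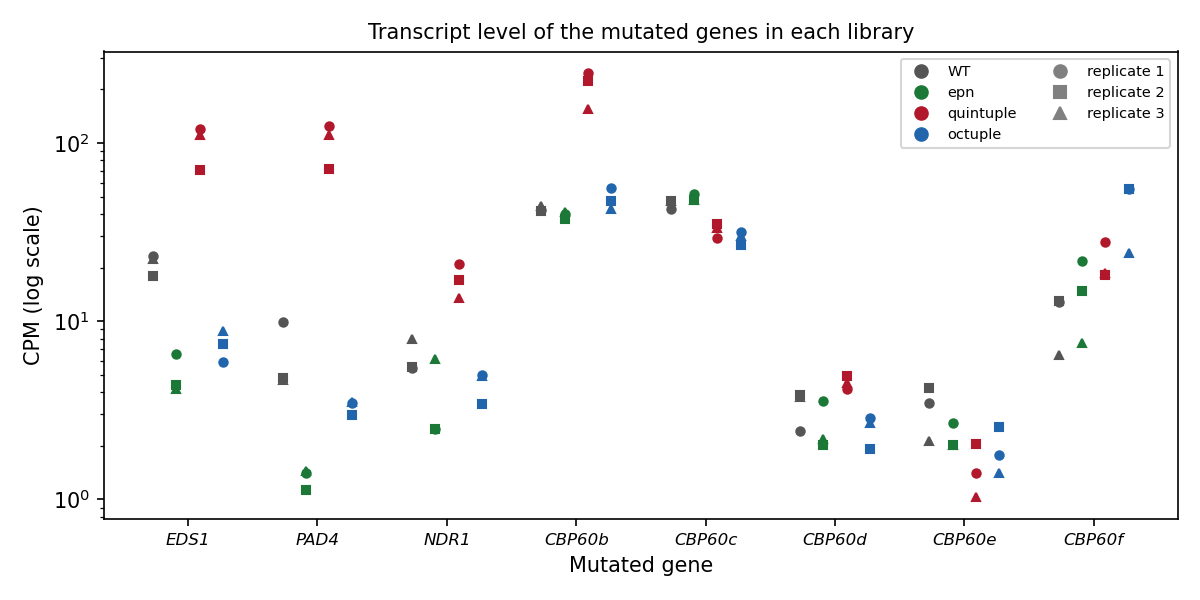
CPM (log axis) of the 8 genes mutated in *epn* or *quintuple*, with 1 point per library, coloured by genotype and shaped by replicate number. *CBP60b* lies between 155 and 248 CPM in *quintuple* and between 42.9 and 56.0 CPM in *octuple*.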

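Genes with enough counts by edgeR's filterByExpr were tested, 19691 in *quintuple*-vs-WT, 19256 in *octuple*-vs-WT and 19238 in *octuple*-vs-*epn*. In these comparisons 3846, 342 and 441 genes were called up, and 12269, 2829 and 2820 genes had an unadjusted p below 0.05 in either direction. Of the alternatives with all libraries, the replicate number as a block moved the count in *octuple*-vs-WT by the most genes and a test against a fold change of 2, with 104 up-DEGs, by the largest ratio. With the block, 977 genes were called up in *octuple*-vs-WT and 1063 in *octuple*-vs-*epn*, and these held all 342 and all 441 genes called without it. With DESeq2, the paper's tool, 4264, 906 and 1046 genes were called up. Each fit without 1 library has fewer samples and called fewer genes up in both *octuple* comparisons, from 42 up-DEGs without *octuple* replicate 1 to 204 without *octuple* replicate 3 in *octuple*-vs-WT, and from 72 without *epn* replicate 2 to 339 without *epn* replicate 3 in *octuple*-vs-*epn*. The count in *quintuple*-vs-WT stayed between 3587 and 3885. Up-DEGs made up 50.0% of the DEGs of *quintuple*-vs-WT with TMM scaling. The share was 62.2% with scaling by library size only (4858 up and 2955 down) and 64.2% on log2(FPKM + 1) (3848 up and 2142 down). With upper-quartile factors it was 43.3% (3403 up and 4456 down). The median log2 fold change of all genes in this comparison was 0.27 with library size only and -0.15 with upper-quartile factors, against 0.00 with TMM scaling.

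The up-DEGs with the largest fold changes, a mean of at least 10 counts in both groups and no overlap between the groups were ranked in each comparison (chance gives no overlap in 10% of genes for 3 libraries against 3, both directions together). In *quintuple*-vs-WT they were *CHI* (AT2G43570), a chitinase gene, with a log2 fold change of 9.60 (SE 1.02), *CYP71A12* (AT2G30750) with 9.10 (SE 0.44) and *NATA1* (AT2G39030) with 8.90 (SE 1.12). Their adjusted p was 0.000633, 0.000159 and 0.00109 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *octuple*-vs-WT they were *NATA1* with 7.13 (SE 1.12), AT4G16260 with 7.12 (SE 0.72) and AT1G54020 with 7.00 (SE 0.29), at adjusted p of 0.0388, 0.0130 and 0.00403 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT1G54020 was called in each of the 6 fits without 1 library, while the adjusted p of *NATA1* in this test rose to 0.150 without *octuple* replicate 1 and that of AT4G16260 to 0.0828 without WT replicate 2. The 3 of *octuple*-vs-*epn* were *PR1* (AT2G14610) with 7.43 (SE 0.45), *CHI* with 7.10 (SE 0.53) and *PR2* (AT3G57260) with 7.08 (SE 0.47), at adjusted p of 0.00350, 0.00466 and 0.00383 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each fit without 1 library called all 3.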

In the comparisons *quintuple*‐vs‐WT, *octuple*‐vs‐WT and *octuple*‐vs‐*epn*, we detected 4280, 902 and 1043 upregulated differently expressed genes (up‐DEGs), respectively (Figure 5A, Tables S2–, S5). Among these, 814 up‐DEGs were shared between *quintuple*‐vs‐WT and *octuple*‐vs‐WT (90.2% of *octuple*‐vs‐WT up‐DEGs), and 672 were common to all three comparisons (74.5% and 64.4% of *octuple*‐vs‐WT and *octuple*‐vs‐*epn* up‐DEGs, respectively) (Figure 5B). 

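The called up-DEGs of *quintuple*-vs-WT and *octuple*-vs-WT shared 313 genes, which was 91.5% of the *octuple*-vs-WT up-DEGs. All 3 comparisons shared 228 genes, 66.7% of the up-DEGs of *octuple*-vs-WT and 51.7% of those of *octuple*-vs-*epn*. Both comparisons against WT used the same WT libraries. In 20 simulations of 12 libraries without differences, the comparisons that share WT libraries had a median of 99.5 genes and at most 112 genes up in both at an unadjusted p below 0.05, against 1621 in the data. No gene changes in these simulations, so the counts are not alike and shares are closer. Of the genes up in *octuple*-vs-WT at that p, 22.9% (median) were shared in the simulations and 84.8% in the data. The 2 comparisons had the same sign for 66.6% (median) and 75.9% of genes. If calls in the comparisons were independent, 58.4 shared up-DEGs would be found. Between *quintuple*-vs-WT and *octuple*-vs-*epn*, which share no library, 414 up-DEGs were common (93.9% of the *octuple*-vs-*epn* up-DEGs), against 76.8 under independence. With the replicate number as a block, 870 genes were shared with *octuple*-vs-WT and 751 by all 3 comparisons, and with DESeq2 818 and 676. Without *octuple* replicate 1, only 41 and 22 genes were shared.

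Among the common up-DEGs, the 5 whose smallest log2 fold change was largest were *THI2.1*, AT2G41800, AT4G01985, *NAC071* and AT5G40000. *THI2.1* (AT1G72260) had log2 fold changes of 11.50 in *quintuple*-vs-WT, 10.30 in *octuple*-vs-WT and 10.58 in *octuple*-vs-*epn* (SE 0.27, 1.14 and 1.13), and adjusted p of 7.59e-05, 0.0169 and 0.0110 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For AT2G41800 the log2 fold changes were 10.14, 8.12 and 9.41 (SE 0.58, 0.54 and 0.44), and for AT4G01985 9.89, 9.11 and 9.47 (SE 0.66, 0.44 and 0.56). Both genes were called in *octuple*-vs-WT in all 6 fits without 1 library, whereas *THI2.1* had an adjusted p of 0.0902 without WT replicate 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *NAC071* (AT4G17980) had 0 counts in every WT and *epn* library. Counting 0 as 3 counts and scaling by library size only, it was at least 37.4-fold higher in *quintuple* than in WT. In *octuple* it was at least 47.3-fold higher than in WT and at least 46.7-fold higher than in *epn*. AT5G40000, also at 0 in WT and *epn*, was at least 148-fold, 76.3-fold and 75.3-fold higher in the same comparisons and scaling. The TMM factors were 1.06 to 1.25 in *quintuple* and 0.90 to 1.03 in WT, so the *quintuple* bounds of both genes are lower with TMM scaling. In *octuple*-vs-WT, no fit without 1 library called *NAC071* (adjusted p up to 0.132 without *octuple* replicate 1) and 2 of 6 called AT5G40000 (up to 0.113 without *octuple* replicate 1; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).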

Gene ontology (GO) enrichment showed that the top terms for these shared up‐DEGs were predominantly immune‐related (Figure 5C–F, Tables S3–, S6).

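GO biological process terms with 10 to 500 genes were tested with a one-sided Fisher's exact test against the tested genes that carry a term. Of the 19691 genes tested in *quintuple*-vs-WT, 8888 (45.1%) carried a named term, so the shares cover less than the whole set of DEGs. Terms were counted as immune-related by words in their names and 17 such terms were tested. Of 252 terms, 28 were enriched in the *quintuple*-vs-WT up-DEGs, and 14 of these were immune-related. Defense response had 134 of 258 genes among the up-DEGs against 52.0 from the background (adjusted p 2.62e-28, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and innate immune response had 44 of 85 against 17.1 (adjusted p 6.58e-09, same exact test). In the 228 common up-DEGs, of which 124 carried a term, 3 of 247 terms were enriched and 1 was immune-related, and 13 terms had an unadjusted p below 0.05. These were defense response to fungus, with 6 of 34 genes against 0.491 (adjusted p 0.00191), cell wall modification (adjusted p 0.0366) and response to salt stress (adjusted p 0.0375) in the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. With the DEGs of DESeq2, 13 terms were enriched in the common up-DEGs and 5 of them were immune-related. Of the 10 terms with the smallest p, 5 were immune-related in the up-DEGs of *quintuple*-vs-WT and 5 in the common up-DEGs, and 6 and 4 with the DEGs of DESeq2.

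Lists of immune genes were also tested with limma's camera (inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment), over 7 lists and 5 comparisons. In *quintuple*-vs-WT all 7 lists were higher, at adjusted p of 1.25e-06 for SA biosynthesis and signalling, 7.32e-06 for JA biosynthesis and response, 0.000117 for PTI, 0.000231 for oxidative stress, 0.000868 for helper NLR and TNL signalling, 0.00133 for the NLR genes of section 2.1 and 0.00337 for SAR and NHP in camera. Of the 35 tests, 29 passed with camera's preset correlation, 23 of these also with fry, and 0 with the correlation estimated from the libraries. In *quintuple*-vs-WT each list that passed also passed with fry, and with the estimated correlation none did. That correlation was estimated without the block from the 6 libraries of each comparison, so differences between replicate numbers enter it. With it, the SA list in *quintuple*-vs-WT had an adjusted p of 0.209 in camera, though 15 of its 15 genes were called up. The SA list had 15 of 15 genes called up and a median log2 fold change of 5.64, the JA list 13 of 17 with 3.35, the PTI list 14 of 20 with 2.12, the oxidative stress list 11 of 13 with 3.72, the SAR list 8 of 9 with 4.96 and the helper NLR list 6 of 8 with 2.00. Adjusted over the list alone, 15, 13, 16, 11, 8 and 6 genes of these lists were called up. Of the 11 NLR genes, 8 were called up (8 adjusted over the list alone, and the paper chose these genes).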

**FIGURE 5:**
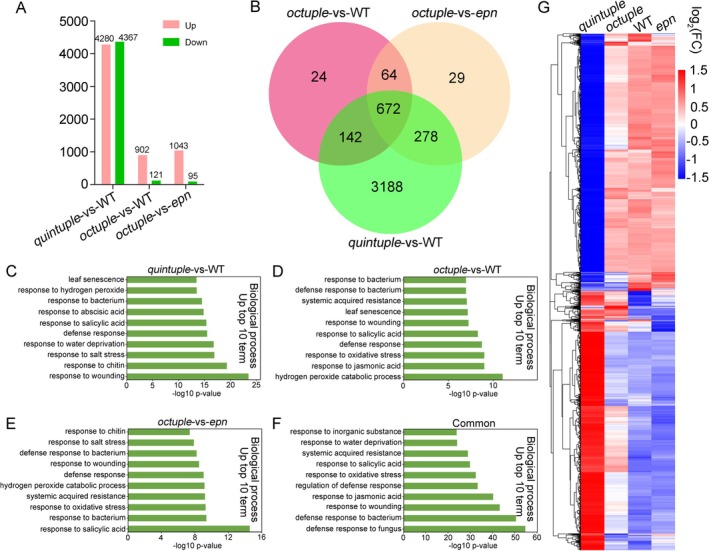
The expression of immune genes in *epn;quintuple* is elevated. (A) Statistics of differentially expressed genes (DEGs, i.e., exceed the thresholds of fold change [FC] ≥ 2.0, *q* < 0.05) in *quintuple*‐vs‐WT, *epn;quintuple* (octuple)‐vs‐WT and *octuple*‐vs‐*epn*. (B) Venn diagram shows the overlapping numbers of up‐DEGs in indicated groups. (C–F) Gene ontology enrichment of up‐DEGs in *quintuple*‐vs‐WT (C), *octuple*‐vs‐WT (D), *octuple*‐vs‐*epn* (E), and common up‐DEGs (F). The lengths of the bars indicate the −log_10_‐transformed *p*‐values. (G) Heat map of up‐ and down‐DEGs with their log_2_(FC) values.

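In the up-DEGs of *octuple*-vs-WT, 7 of 248 GO terms were enriched and 4 of these were immune-related. They were defense response to fungus (7 of 34 genes against 0.730, adjusted p 0.00105), defense response (17 of 244 against 5.24, 0.00152), response to jasmonic acid stimulus (6 of 31 against 0.666, 0.00264) and response to wounding (7 of 61 against 1.31, 0.0153) in the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. The up-DEGs of *octuple*-vs-*epn* gave 12 enriched terms of 249, and 5 were immune-related. Defense response to fungus had 10 of 34 genes against 0.875 (adjusted p 1.99e-06), defense response 20 of 246 against 6.33 (0.000622), response to oxidative stress 12 of 116 against 2.99 (0.00340), response to jasmonic acid stimulus 6 of 31 against 0.798 (0.00582) and response to bacterium 5 of 30 against 0.772 (0.0227), in the same exact test. Response to salicylic acid stimulus had 0 of 24 genes in *octuple*-vs-WT and 1 of 24 in *octuple*-vs-*epn*, and defense response to bacterium 0 of 84 and 2 of 84, with adjusted p of 1 in each of the 4 one-sided Fisher's exact tests (Benjamini-Hochberg adjustment). For systemic acquired resistance the adjusted p was 1 and 0.0597, and for response to oxidative stress in *octuple*-vs-WT 0.292, in the same exact test. With DESeq2's DEGs, response to oxidative stress was enriched in *octuple*-vs-WT as well (adjusted p 0.000370), and with terms of 10 to 2000 genes it was not (0.267, same exact test).

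In *octuple*-vs-WT the gene lists were higher at adjusted p of 1.24e-11 (JA), 5.12e-07 (oxidative stress), 1.26e-06 (SA), 1.54e-05 (PTI) and 0.00721 (SAR), and in *octuple*-vs-*epn* at 1.24e-11 (SA), 1.24e-08 (oxidative stress), 3.47e-08 (PTI), 1.00e-07 (JA) and 5.65e-06 (SAR), by limma's camera with Benjamini-Hochberg adjustment. With fry, the PTI (0.0537) and SAR (0.104) lists no longer passed in *octuple*-vs-WT, while the other 8 of these tests did (adjusted p in fry). With the estimated correlation none of the 10 passed. Their adjusted p in camera then ran from 0.107 (JA in *octuple*-vs-WT) to 0.300 (SAR in *octuple*-vs-WT), with PTI in *octuple*-vs-WT at 0.218. All 10 held in every one of the fits without 1 library, with the highest adjusted p of 0.0288 for SAR in *octuple*-vs-WT (camera). The median log2 fold change in *octuple*-vs-WT was 2.24 for SA, 2.35 for SAR, 1.88 for JA, 1.87 for oxidative stress and 0.75 for PTI, and in *octuple*-vs-*epn* 2.26, 3.80, 1.42, 2.38 and 0.65. In *octuple*-vs-WT 4, 0, 6, 3 and 1 genes of these lists (of 15, 9, 17, 13 and 20 tested) were called up over all genes tested, and 10, 4, 8, 7 and 6 adjusted over the list alone. In *octuple*-vs-*epn* the numbers were 6, 4, 3, 7 and 5, and 9, 5, 7, 8 and 8 adjusted over the list alone.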

Notably, the GO terms enriched among the up‐DEGs in the *octuple*‐vs‐WT and *octuple*‐vs‐*epn* comparisons included typical downstream immune pathways, such as “response to salicylic acid,” “defence response to bacterium,” “systemic acquired resistance,” “regulation of defence response,” “response to oxidative stress,” “response to bacterium,” and “response to jasmonic acid.” (Figure 5D,E, Tables S4 and S5). Moreover, the expression levels of these up‐DEGs were lower in the *octuple* mutant than in the *quintuple* mutant (Figure 5G, Table S2). These results suggest that blocking canonical ETI partially suppresses the hyperactive immunity, yet a substantial residual immune activation persists in *epn;quintuple*, independent of the classical pathway.

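Over the 313 genes called up in both *quintuple*-vs-WT and *octuple*-vs-WT, 285 (91.1%) had a lower mean log2 CPM in *octuple* than in *quintuple*. The median difference was -1.55, and the pooled SD of the medians per library was 0.186. With TMM factors from the *quintuple* and *octuple* libraries only, the median log2 CPM of these genes was between 3.35 and 3.69 in the *octuple* libraries and between 5.04 and 5.41 in the *quintuple* libraries. No *octuple* library reached a *quintuple* library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Tested gene by gene in *octuple*-vs-*quintuple*, 206 of the 313 genes were called lower in *octuple* and 8 were called higher. The difference was -1.06 without *octuple* replicate 3 and -1.60 without WT replicate 1, the extremes of the fits that left out 1 library, and -1.87 with the replicate number as a block, which drew on 870 shared genes. Of all 3846 up-DEGs of *quintuple*-vs-WT, 2739 were called lower in *octuple* than in *quintuple*. Both comparisons use the same *quintuple* libraries, which favours this direction. In 20 simulations in which *octuple* was drawn at the level of *quintuple*, at most 1 gene was called, too few to measure that effect. The share of genes with a lower level in *octuple* does measure it, and was 98.4% of these up-DEGs against at most 56.5% in the simulations.

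All 7 immune gene lists were lower in *octuple* than in *quintuple*. The adjusted p was 1.75e-06 for SA, 0.000116 for PTI, 0.000117 for JA, 0.000325 for helper NLR, 0.000416 for NLR, 0.00103 for oxidative stress and 0.00721 for SAR genes in limma's camera with Benjamini-Hochberg adjustment. The median log2 fold change in this comparison was -3.32 for the SAR list, -2.98 for SA, -1.70 for helper NLR, -1.54 for JA, -1.49 for PTI and -1.41 for oxidative stress. The median log2 fold change of all genes in this comparison was 0.02 with TMM scaling and -0.24 with scaling by library size only.

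**Figure D2:**
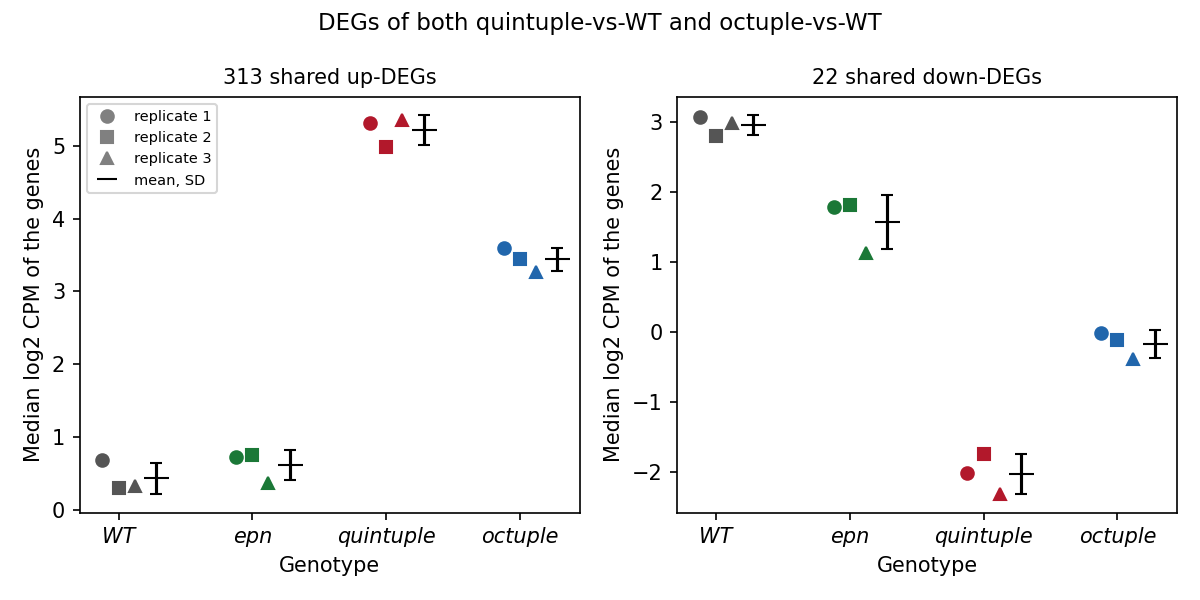
Median log2 CPM, with TMM factors from all 12 libraries, over the genes called in both *quintuple*-vs-WT and *octuple*-vs-WT, up (left) and down (right), with 1 point per library and the mean ± SD of each genotype in black. For the genes called up, the group means (± SD) are 0.43 ± 0.213 in WT, 0.62 ± 0.211 in *epn*, 5.22 ± 0.201 in *quintuple* and 3.44 ± 0.164 in *octuple*.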

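*PR1* was at 3933 ± 652 CPM in *quintuple*, 370.1 ± 141 in *octuple* and 2.13 ± 0.528 in *epn*, and at 52.8, 2.23 and 1.96 CPM in the 3 WT libraries. Its log2 fold change was 7.69 in *quintuple*-vs-WT (SE 1.66, adjusted p 0.00817), 4.29 in *octuple*-vs-WT (SE 1.42, 0.239) and -3.37 in *octuple*-vs-*quintuple* (SE 0.47, 0.00238), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *PR1* was called in *octuple*-vs-WT with the replicate number as a block and with DESeq2, and its adjusted p over the alternatives was 0.00704 to 0.788 (edgeR, DESeq2 or limma). *PR2* had log2 fold changes of 8.50 in *quintuple*-vs-WT (adjusted p 0.000641), 5.00 in *octuple*-vs-WT (0.0267) and -3.47 in *octuple*-vs-*quintuple* (0.00240) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in *octuple*-vs-WT its adjusted p rose to 0.115 without *octuple* replicate 1. *SID2* (AT1G74710) had log2 fold changes of 5.64 (SE 0.52), 2.24 (SE 0.45) and 2.26 (SE 0.44) in *quintuple*-vs-WT, *octuple*-vs-WT and *octuple*-vs-*epn*, with adjusted p of 0.000431, 0.0702 and 0.0544 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called in both *octuple* comparisons with the replicate number as a block, and its adjusted p over the alternatives was 1.80e-05 to 0.316 and 5.39e-06 to 0.232 (edgeR, DESeq2 or limma). *FMO1* (AT1G19250) had log2 fold changes of 3.75 (SE 1.49, adjusted p 0.319) in *octuple*-vs-WT and 4.64 (SE 1.04, 0.0811) in *octuple*-vs-*epn* in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both were called with the replicate number as a block (range over the alternatives 0.0233 to 1.000 and 7.36e-05 to 0.200). Of the genes that the paper names, *RMG1* (AT4G11170) was called up in *octuple*-vs-*epn* with 7.25 (SE 0.81, adjusted p 0.0114, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 3 of 6 fits without 1 library (up to 0.0662 without *epn* replicate 2). *PAD4* was called up in *octuple*-vs-*epn* with 1.31 (SE 0.24, adjusted p 0.0421, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in none of the fits without 1 library (up to 0.182 without *octuple* replicate 1). Of the 32 named genes called in *octuple*-vs-WT, 8 were called in every fit that left out 1 library, and of the 43 in *octuple*-vs-*epn* 10 were.

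The mean log2 CPM of the SA list was 2.32 ± 0.559 in WT, 1.48 ± 0.233 in *epn*, 7.34 ± 0.477 in *quintuple* and 4.54 ± 0.644 in *octuple*. For the SAR list it was 1.20 ± 1.06, 0.31 ± 0.519, 5.28 ± 0.432 and 2.77 ± 0.710. For the JA list it was 3.51 ± 0.412, 3.91 ± 0.637, 7.19 ± 0.251 and 6.02 ± 0.228, and for the PTI list 2.29 ± 0.621, 1.93 ± 0.516, 5.07 ± 0.240 and 3.58 ± 0.363. The helper NLR list was at 4.04 ± 0.194, 3.55 ± 0.359, 5.96 ± 0.291 and 4.19 ± 0.271, and was not past the threshold in *octuple*-vs-WT (adjusted p 0.239) or *octuple*-vs-*epn* (0.0931, limma's camera with Benjamini-Hochberg adjustment). From the up-DEGs that *octuple* shares with *quintuple*, their GO terms and their lower levels in *octuple*, the paper proposes that the loss of canonical ETI removes part of the immune activation of *quintuple*, and that the part that remains in *octuple* does not depend on the classical pathway.

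**Figure D3:**
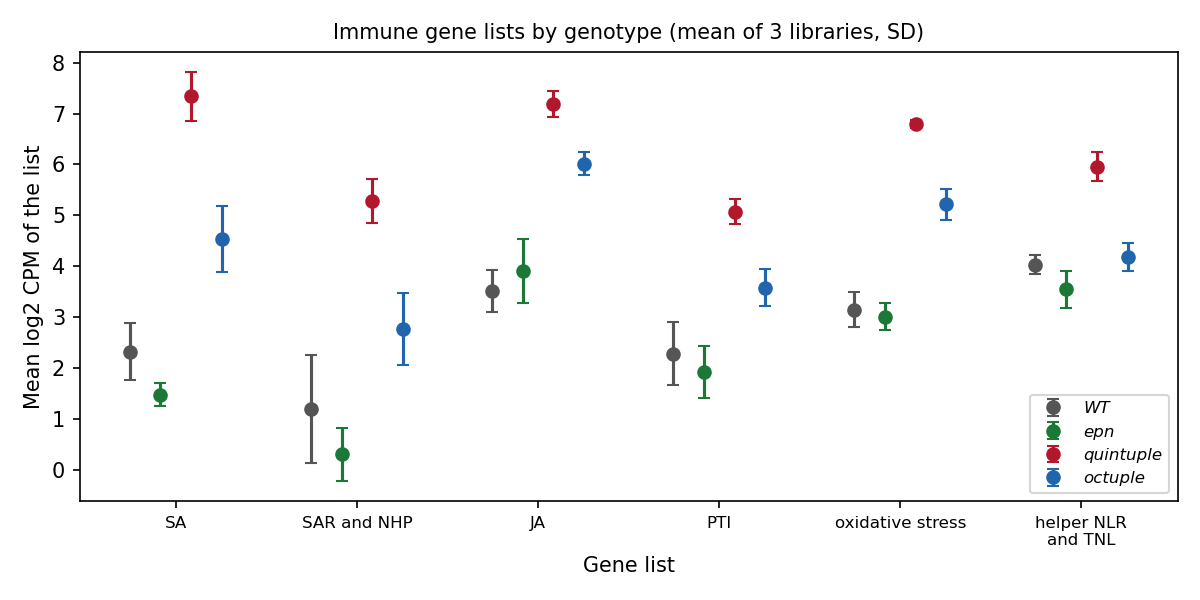
Mean log2 CPM (vertical axis) of 6 immune gene lists in the 4 genotypes, as points with SD bars over 3 libraries. The SA list lies at 7.34 ± 0.477 in *quintuple* and 4.54 ± 0.644 in *octuple*.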

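In *quintuple*-vs-WT 3849 genes were called down, in *octuple*-vs-WT 29 and in *octuple*-vs-*epn* 24. With the replicate number as a block, 4024, 141 and 123 genes were called down, and these held all 29 and all 24 of the *octuple* calls made without it. DESeq2 gave 4351, 120 and 95. Leaving out 1 library at a time gave from 3 down-DEGs without WT replicate 2 to 22 without WT replicate 3 in *octuple*-vs-WT, and from 3 without *epn* replicate 2 to 19 without *octuple* replicate 3 in *octuple*-vs-*epn*. The comparisons against WT shared 22 down-DEGs, 75.9% of the *octuple*-vs-WT down-DEGs, against 5.86 under independent calls. Between them, *quintuple*-vs-WT and *octuple*-vs-*epn*, without a library in common, shared 18 (75.0% of the *octuple*-vs-*epn* down-DEGs). All 3 comparisons had 11 down-DEGs in common, which was 37.9% of those of *octuple*-vs-WT and 45.8% of those of *octuple*-vs-*epn*. With the block, 97 and 52 genes were shared in these ways, and 2 and 1 without WT replicate 1. The largest falls with a mean of at least 10 counts in both groups and no overlap between them were, in *quintuple*-vs-WT, those of *GER3* (AT5G20630, log2 fold change -9.71, SE 1.31), AT2G33850 (-8.21, SE 0.58) and AT4G29020 (-8.15, SE 0.63), at adjusted p of 0.00138, 0.000258 and 0.000313 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *octuple*-vs-WT they were those of AT1G19550 (-5.32, SE 0.63), *CAX1* (AT2G38170; -3.26, SE 0.19) and AT4G16857 (-3.13, SE 0.51), at adjusted p of 0.0206, 0.00519 and 0.0413 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT1G19550 is uncertain because 91.8% of its exonic 50-base sequences lie in other genes, as do 25.1% of those of AT4G16857. In the fits without 1 library, AT1G19550 was called in 2 of 6 (adjusted p up to 0.106 without *octuple* replicate 1) and AT4G16857 in none (up to 0.196 without *octuple* replicate 1), and *CAX1* in all 6 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *octuple*-vs-*epn* they were those of *CAX1* (-3.35, SE 0.21), AT4G30250 (-2.73, SE 0.33) and AT1G21550 (-2.71, SE 0.43), at adjusted p of 0.00350, 0.0131 and 0.0283 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The last 2 were called in 4 and 1 of the 6 fits without 1 library (adjusted p up to 0.0662 without *epn* replicate 2 and 0.109 without *octuple* replicate 1, same test).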

For down‐DEGs, we found 4367, 121 and 95 in the three comparisons, with only 37 common to all (Figure 5, Figure S7, Table S6). 

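In the down-DEGs of *quintuple*-vs-WT, 17 of 252 GO terms were enriched and 0 of the 17 immune-related terms tested were among them. Translation had 241 of 360 genes against 79.0 from the background (adjusted p 6.95e-76), ribosome biogenesis 69 of 99 against 21.7 (3.02e-22) and chloroplast organization 23 of 30 against 6.59 (2.15e-08) in the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. In the down-DEGs of *octuple*-vs-WT, of *octuple*-vs-*epn* and common to the 3 comparisons, 0 terms were enriched, with 8, 9 and 8 terms at an unadjusted p below 0.05 and smallest adjusted p of 0.489, 0.751 and 0.672 in the same exact test. Only 12, 11 and 7 genes of these sets carried a GO term, which limits what the test can find. The 60 genes whose annotated product names a photosystem or a chlorophyll-binding protein were lower in *quintuple*-vs-WT (adjusted p 3.96e-06), *octuple*-vs-WT (0.000208) and *octuple*-vs-*epn* (0.000210) in limma's camera with Benjamini-Hochberg adjustment, and none of the 3 passed with fry, at adjusted p of 0.0759, 0.368 and 0.368. Without *octuple* replicate 3, the adjusted p in camera was 0.506 in *octuple*-vs-WT and 0.624 in *octuple*-vs-*epn*. A list of ribosomal proteins by product name held only 5 tested genes and passed in no comparison (adjusted p 0.988 in *quintuple*-vs-WT, limma's camera with Benjamini-Hochberg adjustment).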

The GO enrichment terms of these down‐DEG sets differed among the three comparisons and were not immunity‐related (Figure S7). Moreover, the expression of the shared down‐DEGs was less reduced in *octuple* than in *quintuple* (Figure 5G and Table S2). These results suggest that these genes are unlikely to be the primary cause of developmental defects but rather secondary consequences. 

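Of the 22 genes called down in both *quintuple*-vs-WT and *octuple*-vs-WT, 16 (72.7%) had a higher mean log2 CPM in *octuple* than in *quintuple*. The median difference was 0.61 with a pooled SD of the medians per library of 0.248. With TMM factors from the *quintuple* and *octuple* libraries only, the median log2 CPM of these genes lay between -0.32 and 0.08 in the *octuple* libraries and between -2.26 and -1.69 in the *quintuple* libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Tested one by one in *octuple*-vs-*quintuple*, 6 of the 22 genes were called higher in *octuple* and 0 lower. The median difference moved with the genes that were called down. With DESeq2 it was 0.71 over 93 shared genes, of which 62 were higher in *octuple*. RLE size factors gave 0.64, upper-quartile factors 0.76, no low-count filter 0.57 and the mean count filter 0.68. With library size only and with log2(FPKM + 0.1) the difference was 0.32, and with log2(FPKM + 1) the difference was 0.0854. It was 1.78 over the 97 genes shared with the replicate number as a block, 0.19 over the 37 of one fit of all 12 libraries (two-sided exact permutation test, p = 0.3) and -0.24 over the 4 genes called down against a fold change of 2, of which 0 were higher in *octuple*. In 5 of the 9 fits that left out a WT, *quintuple* or *octuple* library the difference changed sign. It was -0.04 without WT replicate 1 (2 shared genes), -0.24 without WT replicate 2 (2 genes), -0.05 without WT replicate 3 (20 genes, 7 of them higher in *octuple*), -0.07 without *octuple* replicate 1 (3 genes) and -0.03 without *octuple* replicate 2 (2 genes). Without *quintuple* replicate 3 it was 0.38, and the highest value was 0.67, without *quintuple* replicate 1. In the test against a fold change of 2 and without WT replicate 3, the median of each *octuple* library was below that of each *quintuple* library (two-sided exact permutation test, p = 0.1 in both). Of all 3849 down-DEGs of *quintuple*-vs-WT, 3020 were called higher in *octuple* than in *quintuple*. The shared *quintuple* libraries favour this direction. In 20 simulations in which *octuple* was drawn at the level of *quintuple*, at most 0 genes were called, too few to measure that effect. The share of genes with a higher level in *octuple* does measure it, and was 99.8% of these down-DEGs against at most 57.4% in the simulations.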

Among the 37 common down‐DEGs (Table S6), none corresponded to known mutations that cause plant autoimmunity or developmental abnormalities. 

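Of the 37 genes that the paper lists as common down-DEGs, 37 had a lower mean in all 3 comparisons and 11 were called down in all 3. In *quintuple*-vs-WT 36 of them were called, in *octuple*-vs-WT 12 and in *octuple*-vs-*epn* 13. With the replicate number as a block, 29 were called in all 3, and with DESeq2 37. Among the common down-DEGs called here, the 5 whose smallest log2 fold change was largest in size were *CAX1*, *TCP1*, *CYP78A8*, AT3G59270 and AT4G30250. *CAX1*, which encodes a vacuolar cation exchanger, was at 617 ± 136 CPM in WT, 649.8 ± 149.5 in *epn*, 69.4 ± 6.06 in *quintuple* and 64.1 ± 0.326 in *octuple*. Between *octuple* and *quintuple* its log2 fold change was -0.08 (SE 0.12, adjusted p 0.589, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called down in all 6 fits without 1 library in both *octuple* comparisons. *CYP78A8* (AT1G01190) had log2 fold changes of -2.72, -2.03 and -2.33 in *quintuple*-vs-WT, *octuple*-vs-WT and *octuple*-vs-*epn* (SE 0.40, 0.26 and 0.32), with adjusted p of 0.00184, 0.0245 and 0.0181 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT3G59270 had -2.87, -2.33 and -2.18 (SE 0.59, 0.38 and 0.41), and AT4G30250 had -6.90 in *quintuple*-vs-WT and -2.72 in *octuple*-vs-WT (SE 0.91 and 0.41). *TCP1* (AT1G67260) had 0 counts in every *quintuple* library and was at least 45.3-fold lower there than in WT, scaled by library size only. In *octuple*-vs-WT its log2 fold change was -5.12 (SE 0.69, adjusted p 0.0271, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *octuple*-vs-WT, *CYP78A8* was called in 2, *TCP1* in 1 and AT3G59270 and AT4G30250 in 0 of the 6 fits without 1 library (adjusted p up to 0.115 without *octuple* replicate 1, 0.145 without *octuple* replicate 1, 0.163 without WT replicate 2 and 0.118 without *octuple* replicate 2, same test).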

The functions of several remain uncharacterized, and further investigation is needed to determine whether any of these genes contribute to constitutive immune activation or the *epn;quinple* phenotype.

### 2.6 CBP60g^D252N^ Suppresses the Autoimmunity of *cbp60s* Through a Pathway Independent of Canonical ETI

These results indicate that both the introduction of CBP60g^D252N^ and the disruption of the canonical ETI pathway only partially suppress the *quintuple* phenotype. To investigate whether CBP60g^D252N^ suppresses the autoimmunity of *cbp60s* through the ETI pathway, we introduced CBP60g^D252N^ into the *epn;quintuple* background by crossing *epn;quintuple* with *UBQ10:CBP60g* ^*D252N*^ *;quintuple*. We found that CBP60g^D252N^ further complemented the developmental defects of *epn;quintuple* (Figure 6A) and further reduced the expression levels of the immune genes *PR1* and *PR2* (Figure 6B,C), suggesting that CBP60g^D252N^ suppresses the autoimmunity of the *quintuple* mutant through an as‐yet‐unknown pathway.

**FIGURE 6:**
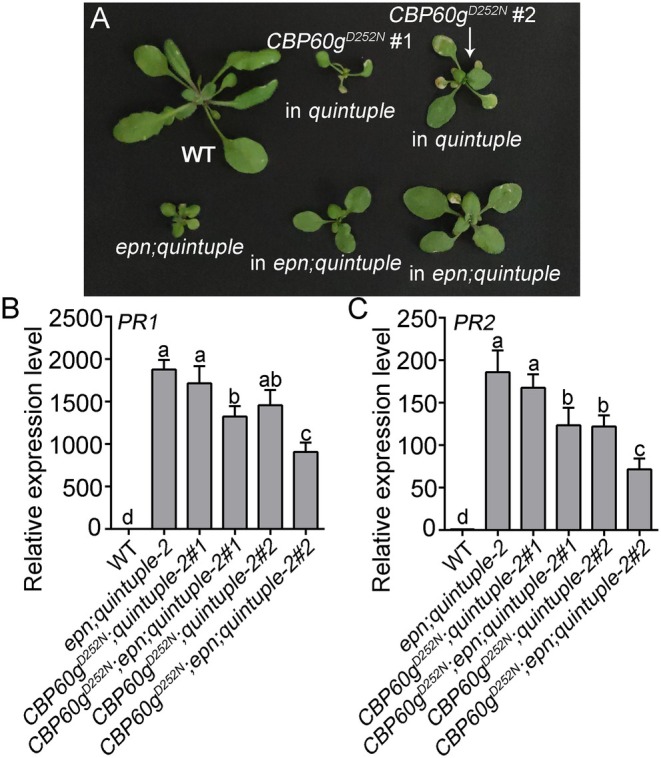
CBP60g^D252N^ partially rescues the autoimmunity in *epn;quintuple*. (A) Representative growth of wild‐type (WT), *epn;quintuple‐2* (*epn;quintuple*), *CBP60g* ^*D252N*^ *;quintuple‐2* #1, *CBP60g* ^*D252N*^ *;epn;quintuple‐2* #1, *CBP60g* ^*D252N*^ *;quintuple‐2* #2, *CBP60g* ^*D252N*^ *;epn;quintuple‐2* #2, at 3 weeks after germination (WAG) under long‐day (LD) conditions. (B, C) Relative transcript abundance of *PR1* (B) and *PR2* (C) in the indicated genotypes. RNAs were extracted from leaves of three WAG plants under LD conditions. Values are means ± SE (*n* = 4). Different letters indicate significantly different groups (one‐way ANOVA, Tukey's multiple comparisons test, *p* < 0.05).

To further investigate whether high‐level expression of *CBP60g* ^*D252N*^ could completely suppress autoimmunity in the *quintuple* mutant, we introduced *UBQ10:CBP60g* ^*D252N*^ directly into the *epn;quintuple* background via floral dip transformation. From over 30 T_1_ transgenic lines, we selected two with the highest expression levels (Figure S8A). We observed that even at 5 weeks of growth, these lines still failed to bolt and set seeds (Figure S8B). Furthermore, we examined the expression of immune‐related genes in the *CBP60g* ^*D252N*^ *;epn;quintuple* lines and found that the transcript levels of key immune genes such as *SARD1*, *SID2*, *FMO1* and *BKK1* remained higher than those in wild‐type plants (Figure S8C–F). These results indicate that combining the introduction of CBP60g^D252N^ with disruption of the ETI pathway only partially suppresses autoimmunity in the *quintuple* mutant, and that immune responses remain constitutively activated in the CBP60g^D252N^ in *epn;quintuple*.

## 3 Discussion

In this study, we identified a novel *CBP60g* mutant allele, *cbp60g‐3*, through EMS mutagenesis screening. In the *cbp60g‐3* mutant, the amino acid D at position 252 of CBP60g is changed to N. This site is located in the TRM of the protein and may affect the binding of CBP60g to the subunits of the mediator complex or transcription complex (Yang et al. 2015; Chen et al. 2022). Although CBP60g^D252N^ exhibits reduced transcriptional activity compared to CBP60g (Figure 3), it retains the ability to complement resistance to the pathogen *P. syringae* pv. *tomato* DC3000 in the *cbp60g;sard1* mutant (Figure 3), indicating that this residue compromises its transcriptional activity but does not abolish its responsiveness to pathogens. Notably, this transcriptionally compromised CBP60g^D252N^ variant suppresses the *cbp60b* autoimmune phenotype (Figures 1 and 2), whereas wild‐type CBP60g does not (Figure 2) (Li et al. 2024). This indicates that the functional alteration of the CBP60g^D252N^, rather than a substitution for the transcriptional function of CBP60b, thereby suppresses the autoimmunity of *cbp60b*.

We demonstrate that autoimmunity in the *quintuple* mutant is mediated by both canonical ETI‐dependent and ‐independent pathways. Mutation of the CBP60b clade results in strong autoimmunity (Li et al. 2024), whereas disrupting the ETI pathway by introducing *eds1;pad4* and *ndr1* mutants only partially rescues the *quintuple* phenotype (Figure 4). Moreover, RNA‐seq data revealed that immune genes remained constitutively activated in the *epn;quintuple* mutant, with enrichment in typical downstream immune pathways, including SA, SAR and bacterial defence, as well as their regulatory components (Figure 5). These results suggest that additional ETI‐independent mechanisms contribute to the autoimmunity of the *quintuple* mutant. In support of the above results, introducing CBP60g^D252N^ further alleviated the *epn;quintuple* phenotype (Figure 6), yet immune gene expression remained substantially elevated and developmental defects persisted in the *CBP60g* ^*D252N*^ *;epn;quintuple* plants (Figure 6, Figure S8), indicating that both introduction of CBP60g^D252N^ and disruption of the canonical ETI pathway only partially suppress autoimmunity in the *quintuple* mutant.

Considering that the CBP60b clade emerged during plant colonization of land (Zheng et al. 2021; Li et al. 2024), they may play a role in plant development, and the functions of the downregulated genes in the *quintuple* and *epn;quintuple* mutants remain to be identified. Therefore, we cannot rule out the possibility that the phenotype of *epn;quintuple* results from developmental pathways regulated by the CBP60b clade, potentially involving a trade‐off between plant development and immunity.

The autoimmunity resulting from *CBP60b* mutation is distinctly different from that observed in other mutants. Although SA accumulation and SA/SAR pathways genes expression are elevated in the *cbp60b* mutant (Li et al. 2021), mutating components of the SA/SAR pathways did not suppress the *cbp60b* phenotype (Figure S1). In other autoimmune mutants caused by different gene types—such as the transcription factor mutant *camta1;2;3* (Sun et al. 2020), immune receptor mutants *snc1* (Zhang et al. 2003), *snc2‐1D* (Zhang, Yang, et al. 2010), and *bir1‐1* (Gao et al. 2009), as well as other types of mutants including *mpk4* (Brodersen et al. 2006), *syp121;syp122* (Zhang et al. 2008), *acd6‐1* (Lu et al. 2009), and *snap33* (Henchiri et al. 2024)—introducing *sid2* or *fmo1* mutant into these mutants' background suppresses the autoimmune phenotype to varying degrees. We mutated 11 *NLR* genes that are upregulated in *cbp60b*, but none of these mutations rescued the *cbp60b* phenotype (Figure S2).

However, mutations in EDS1‐PAD4 and NDR1 pathway fully or partially suppressed the *cbp60b* phenotype (Li et al. 2021), suggesting that both TNLs and CNLs may participate in the *cbp60b* autoimmunity. This raises several questions: (1) Why do SA and SAR pathways, as downstream components of EDS1‐PAD4, fail to suppress *cbp60b* autoimmunity? (2) If both classes of NLRs are involved in this process, why does disrupting the EDS1‐PAD4 pathway alone completely suppress *cbp60b* autoimmunity? Is there a mechanism in *cbp60b* that enables these two NLR classes to function cooperatively? The *quintuple* mutant exhibits severe autoimmunity, yet disrupting the ETI pathway does not fully suppress it, suggesting that mutations in CBP60c‐f may activate additional immune pathways—although *cbp60c;d;e;f* mutant only displays mild immune defects (Li et al. 2024). Furthermore, *cbp60g;sard1;cbp60b* displays autoimmunity comparable to the *quintuple* mutant, yet functional loss of the EDS1‐PAD4 pathway completely rescues the *cbp60g;sard1;cbp60b* phenotype (Li et al. 2021). These results indicate that the mechanism underlying *cbp60b* and *cbp60b;c;d;e;f* autoimmunity appears distinct from those reported for other known autoimmune mutants.

Although we have achieved some genetic insights, these findings imply that the CBP60 family members and the immune pathways they regulate are interconnected through complex and elaborate regulatory cascades rather than operating in a simply overlapping or discrete manner. This complexity renders the molecular mechanisms underlying the autoimmunity caused by their mutations challenging to unravel. At the same time, this presents a fascinating scientific question. Future efforts to isolate additional suppressors through EMS mutagenesis may help identify the immune components involved in this process, gradually unravelling the underlying mechanisms.

## 4 Experimental Procedures

### 4.1 Plant Materials and Growth Conditions

*Arabidopsis thaliana* Columbia‐0 was used as the wild type. Plant materials including *cbp60b‐1* (SAIL_40_E09), *cbp60b‐2* (GK‐521D01‐020205), *sard1;cbp60g*, *quintuple‐1*, *quintuple‐2*, *eds1‐c1*, *pad4‐c1*, *ndr1‐c1* and *CBP60b‐f genomic:GUS* reporter lines were described previously (Li et al. 2021, 2024). Mutants, including *fmo1‐c1*, *fmo1‐c2*, *sid2‐c1*, *sid2‐c2*, *rmg1‐c1*, *tn2‐c1*, *soc3‐c1*, *at5g38340‐c1*, *at3g04220‐c1*, *at5g46260‐c1*, *at5g66630‐c1*, *at1g58390‐c1*, *at1g12210‐c1*, *at5g18350‐c1* and *at1g64070‐c1*, were generated using CRISPR‐Cas9 as described (Wang et al. 2015). Surface‐sterilized seeds were plated on half‐strength Murashige and Skoog (1/2 MS) basal medium plates, kept at 4°C in darkness for 4 days, then transferred to a growth chamber at 22°C for germination, and later transplanted to soil. Plants were grown in a growth chamber at 22°C under long‐day (LD) condition (16 h light/8 h dark) or short‐day (SD) condition (12 h light/12 h dark). Stable *Arabidopsis* transformations were performed using the floral dipping method. Transgenic plants were selected on 1/2 MS medium supplemented with 30 μg/mL Basta salt (Sigma‐Aldrich) or 25 mg/mL hygromycin (Roche).

### 4.2 Plasmid Construction

Constructs were generated using the Gateway technology (Invitrogen) unless noted otherwise. The pENTR/D/TOPO vector (Invitrogen) was used to generate entry vectors. The entry vectors for the coding sequences of *CBP60g*, CBP60a, SARD1 and bHLH^MYC2^‐CBP60g‐TRM were described previously (Li et al. 2021, 2024). PCR fragments of *NLR DN* were amplified by using primer pairs, W53/W54/W55/W56 for *RMG1 DN*, W49/W50/W51/W52 for *TN2 DN*, W57/W58/W59/W60 for *AT3G04220 DN*, W101/W102/W105/W106 for *AT5G38340 DN*, W107/W108/W111/W112 for *AT1G58390 DN*, and then were inserted into the entry vector. The mutational entry vectors were generated with primers, W1481a/W1482a for *CBP60g* ^*D252N*^ and *bHLH* ^*MYC2*^ *‐CBP60g* ^*D252N*^ *‐TRM*, W1649/W1650 for *SARD1* ^*D259N*^, W1736/W1737 for *CBP60a* ^*D241N*^, using pEASY‐Uni Seamless Cloning and Assembly Kit (Transgen Biotech).

Expression vectors for dual luciferase reporter assays and transgenic plants were as followed. Expression constructs *35S:bHLH* ^*MYC2*^ *–GFP*, 3*5S:bHLH* ^*MYC2*^ *‐CBP60g‐TRM–GFP*, and LUC reporter constructs *pTPS10:LUC*, pEDS1:LUC, and pSID2:LUC were described previously (Li et al. 2021). Entry vectors were used in LR reactions with the destination vector *UBQ10:GW‐GFP* or *35S:GW‐GFP* (Li et al. 2021) to generate *UBQ10:CBP60g‐GFP*, *UBQ10:CBP60g* ^*D252N*^ *‐GFP*, 3*5S:bHLH* ^*MYC2*^ *‐CBP60g‐TRM–GFP*, *UBQ10:CBP60a* ^*D241N*^ *‐GFP*, and *UBQ10:SARD1* ^*D259N*^ *‐GFP*.

CRISPR‐Cas9 constructs were generated with gene‐specific sequences amplified with corresponding primers (Table S1) and with *pCBC‐DT1T2* as the template (Xing et al. 2014). PCR fragments were inserted into *pHEE401E* using restriction‐ligation reactions as described (Wang et al. 2015). Sequencing with target‐specific primers (Table S1) was performed to verify genomic editing of the targets.

All PCR amplifications used Phusion hot start high‐fidelity DNA polymerase at the annealing temperature and extension times recommended by the manufacturer. The Bioneer PCR purification kit and Bioneer Spin miniprep kit were used for PCR product recovery and plasmid DNA extraction, respectively. All constructs were sequenced and analysed using Vector NTI. Primers are listed in Table S1.

### 4.3 RT‐PCRs and RT‐qPCRs

Total RNAs were extracted from the 5th to 6th true leaves of 2 or 3 WAG plants under LD condition or 5 WAG plants under SD condition except where noted. All experiments were repeated in three to four biological replicates. Each biological replicate included 8–10 leaves from five plants. Total RNAs were isolated using Ultrapure RNA Kit (Cwbiotech) according to the instructions of manufacturers. Reverse transcription was performed with ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo). RT‐qPCRs were performed with the ABI QuantStudio 6 Flex using SYBR Green real‐time PCR master mix (Toyobo). *GAPDH* was used as a quantitative control for RT‐qPCRs. The relative expression of genes was analysed by the 2^−∆∆*C*t^ method (Livak and Schmittgen 2001). All primers are listed in Table S1.

### 4.4 RNA‐Sequencing and Data Analysis

For RNA‐sequencing, aerial parts of 2‐week‐old *Arabidopsis* seedlings under LD condition were collected. The 20–30 seedlings mixing pool was collected and then frozen in liquid nitrogen, followed by RNA extraction. Three independent replicates were performed.

Total RNA was extracted using the TRIzol reagent (Invitrogen) according to the manufacturer's protocol. The libraries were sequenced on an illumina Novaseq 6000 platform at Oebiotech. About 50 million raw reads for each sample were generated, and the raw data have been submitted to the NCBI Gene Expression Omnibus (GEO) datasets with accession number GSE335760. Differential expression analysis was performed using DESeq2. *q*‐value < 0.05 and fold change > 2 or fold change < 0.5 were set as the thresholds for significant DEGs. GO enrichment analysis of DEGs were performed to screen the significant enriched term using R (v. 3.2.0) on the OECloud platform.

### 4.5 Pathogen Inoculation and Bacterial Growth Assays

*Pseudomonas syringea* pv. *tomato* DC3000 was cultured at room temperature (RT) in King's B medium (protease peptone, 10 mg/mL; glycerol, 15 mg/mL; K_2_HPO_4_, 1.5 mg/mL; MgSO_4_, 5 mM, pH 7.0) supplemented with 12.5 mg/mL rifampicin. Plants at 5 WAG under SD condition were used for inoculation. DC3000 suspensions in 10 mM MgCl_2_ (OD_600_ = 0.0001) were infiltrated into the abaxial sides of mature leaves using a needleless 1‐mL syringe. To determine the bacterial titres (CFU/cm^2^), leaves were sampled at 2 h and 3 days by 0.5 cm diameter puncher. Samples were ground, serially diluted tenfold, and plated on King's B medium plates. The number of colonies was counted after 2 days of culture at RT.

### 4.6 Dual LUC Reporter Assays in *Arabidopsis* Protoplasts

Leaves of 3 WAG *Arabidopsis* plants grown under 16 h light/8 h dark were harvested and protoplasts were isolated following the tape‐*Arabidopsis* sandwich method (Wu et al. 2009). Protoplasts were co‐transformed with various combinations of constructs using the polyethylene glycol/calcium‐mediated method (Yoo et al. 2007). LUC activity was tested with a Double‐LUC Reporter Assay Kit (TransGen Biotech) using the Dual‐Light Chemiluminescent Reporter Gene Assay System (Berthold). The ratio of LUC driven by the promoters to Renilla LUC driven by the CaMV 35S promoter was calculated to determine the transcriptional activities, as described (Li et al. 2024). All experiments were repeated in three to four biological replicates. Different letters indicate significantly different groups (one‐way ANOVA, Tukey's multiple comparisons test, *p* < 0.05).

### 4.7 EMS Mutagenesis

About 10,000 *cbp60b‐1* seeds were incubated with 25 mL of 0.2% (v/v) EMS in a 50‐mL Falcon tube on a tube rotator for 15 h. The seeds were rinsed with water 10 times before being dried under a fume cupboard. A total of 1000 M_2_ progeny derived from M_1_ plants were analysed, and *sw‐05‐12* was selected based on their growth conditions. After two rounds of backcrossing with *cbp60b/+*, the material was sent to a sequencing company (Oebiotech) for whole‐genome resequencing, and the mutation was ultimately mapped to the *CBP60g* gene.

### 4.8 Histochemical GUS Staining

The 5 DAG seedlings with GUS reporter were stained with X‐Gluc (Sigma‐Aldrich) substrates at 37°C for 8 h. Then, the seedlings were transferred to 70% ethanol to remove the residual colour and captured by an Olympus BX51 microscope.

## Author Contributions

**Sha Li:** funding acquisition, writing – original draft, supervision. **Shu‐Lei Wang:** funding acquisition, project administration. **Lu‐Shen Li:** conceptualization, validation, funding acquisition, writing – original draft, writing – review and editing, project administration, supervision, data curation, investigation, formal analysis, visualization, resources, methodology. **Lin Ma:** investigation, software, data curation, validation. **Yan‐Yan Yang:** investigation.

## Funding

This work is funded by National Natural Science Foundation of China (32500247 to Lu‐Shen Li and 32400282 to Shu‐Lei Wang), Shandong Provincial Natural Science Foundation (ZR2024MC093 to Sha Li).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Functional loss of classical salicylic acid (SA) and systemic acquired resistance (SAR) pathways fail to rescue the defects in *cbp60b*.

**Figure S2:** Functional loss of upregulated *NLRs* in *cbp60b* fail to rescue the defects in *cbp60b*.

**Figure S3:** Expression analysis of endogenous, exogenous, and total *CBP60g* transcripts.

**Figure S4:** CBP60g^D252N^ partially rescues the defects in *quintuple*.

**Figure S5:** Functional loss of canonical effector‐triggered immunity (ETI) pathways only partially rescue the autoimmunity in *quintuple*.

**Figure S6:** The expression pattern of *CBP60b‐f* in aerial tissues.

**Figure S7:** Gene ontology analysis of downregulated differentially expressed genes (DEGs) in indicated groups.

**Figure S8:** Overexpression of CBP60g^D252N^ cannot completely rescue the autoimmunity in *epn;quintuple*.

**Table S1:** Oligonucleotides used in this study.

**Table S2:** DEG_combinded_nofiltered.

**Table S3:** Quintuple‐vs‐WT DGE and GO top.

**Table S4:** octuple‐vs‐WT DGE and GO top.

**Table S5:** Octuple‐vs‐triple DGE and GO top.

**Table S6:** Common DGE and GO top.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. *Arabidopsis* genes involved can be found in TAIR under the following accession numbers: AT5G62570 for *CBP60a*, AT5G57580 for *CBP60b*, AT2G18750 for *CBP60c*, AT4G25800 for *CBP60d*, AT2G24300 for *CBP60e*, AT4G31000 for *CBP60f*, AT5G26920 for *CBP60g*, AT1G73805 for *SARD1*, AT1G74710 for *SID2*, AT2G14610 for *PR1*, AT3G57260 for *PR2*, AT1G32640 for *MYC2*, AT2G24210 for *TPS10*, AT3G04120 for *GAPDH*. AT3G48090 for *EDS1*, AT3G52430 for *PAD4*, AT3G20600 for *NDR1*, AT1G19250 for *FMO1*, AT4G11170 for *RMG1*, AT1G17615 for *TN2*, AT1G17600 for *SOC3*, AT2G13790 for *BKK1*/*SERK4*.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 1 — Figure S1: Functional loss of classical salicylic acid (SA) and systemic acquired resistance (SAR) pathways fail to rescue the defects in cbp60b.

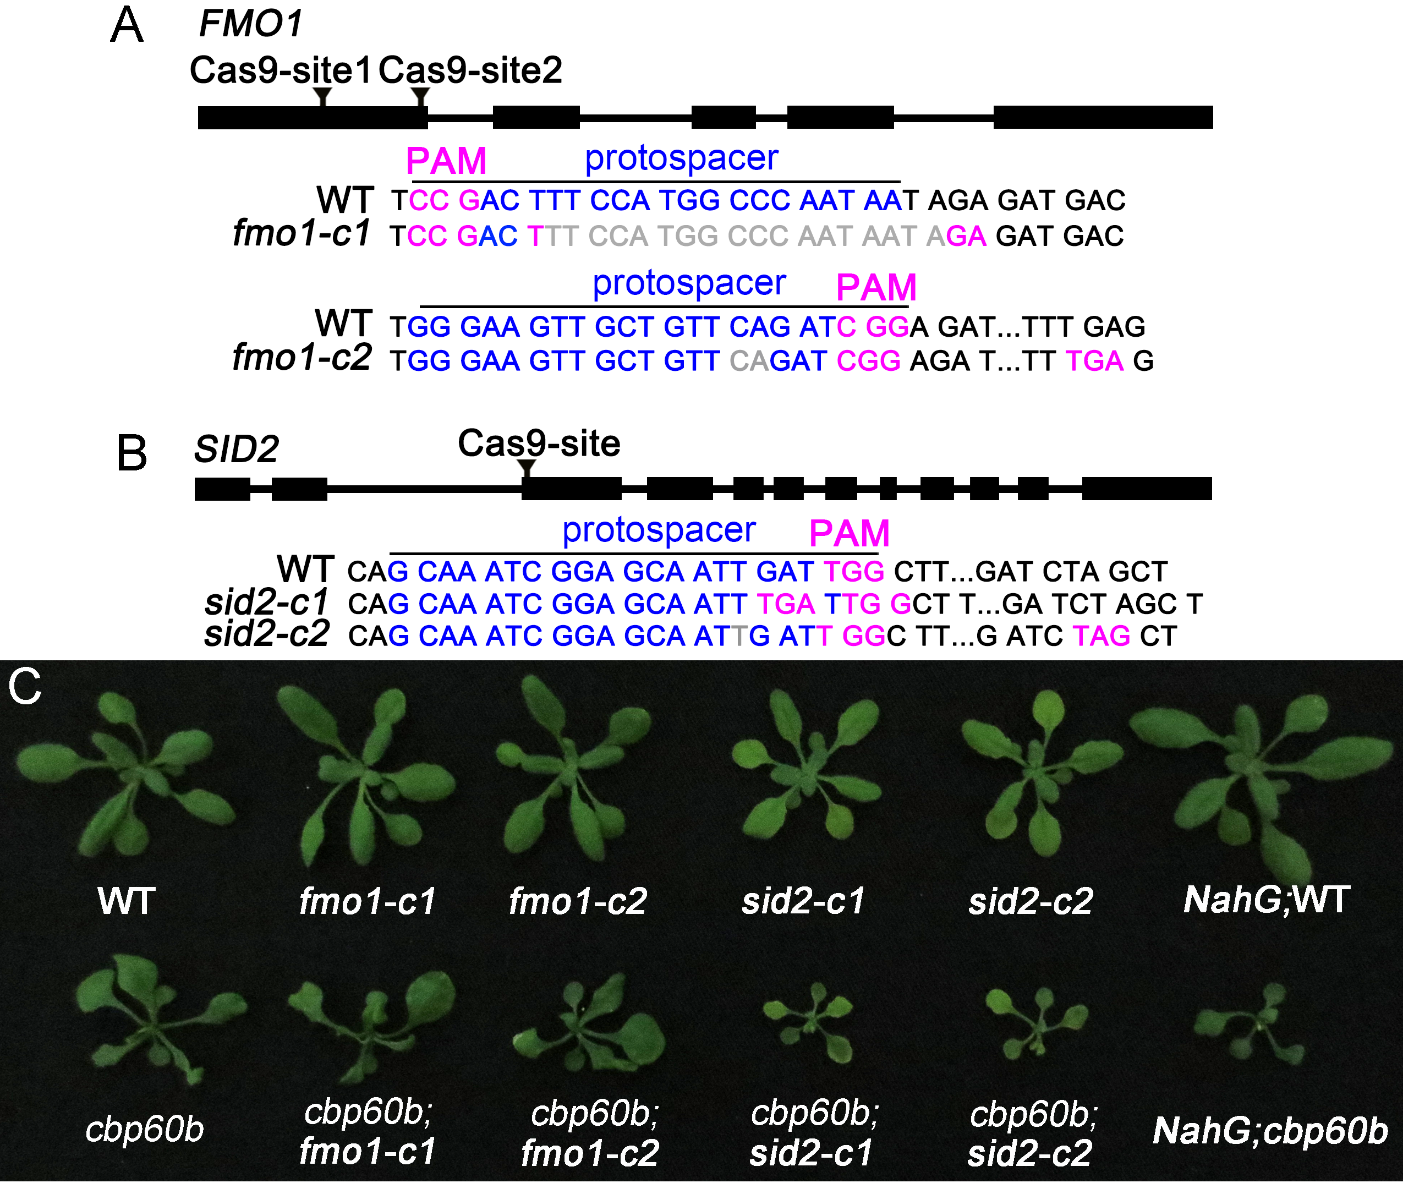

**Supplemental Figure 1. Functional loss of classical SA and SAR pathways fail to rescue the defects in *cbp60b*.**

(A-B) Genomic structure of *FMO1* (A), and *SID2* (B). Target sites by Cas9 were indicated by inverted triangles on the genomic loci. Cas9-generated base pair deletions or insertions are indicated by grey or magenta letters, respectively. (C) Representative growth of WT, *cbp60b-1* (*cbp60b*), *fmo1-c1*, *fmo1-c2*, *sid2-c1*, *sid2-c2*, *cbp60b;fmo1-c1*, *cbp60b; fmo1-c2*, *cbp60b; sid2-c1*, *cbp60b; sid2-c2*, *NahG* in WT, and *NahG* in *cbp60b* at 3 WAG under LD conditions.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 2 — Figure S2: Functional loss of upregulated NLRs in cbp60b fail to rescue the defects in cbp60b.

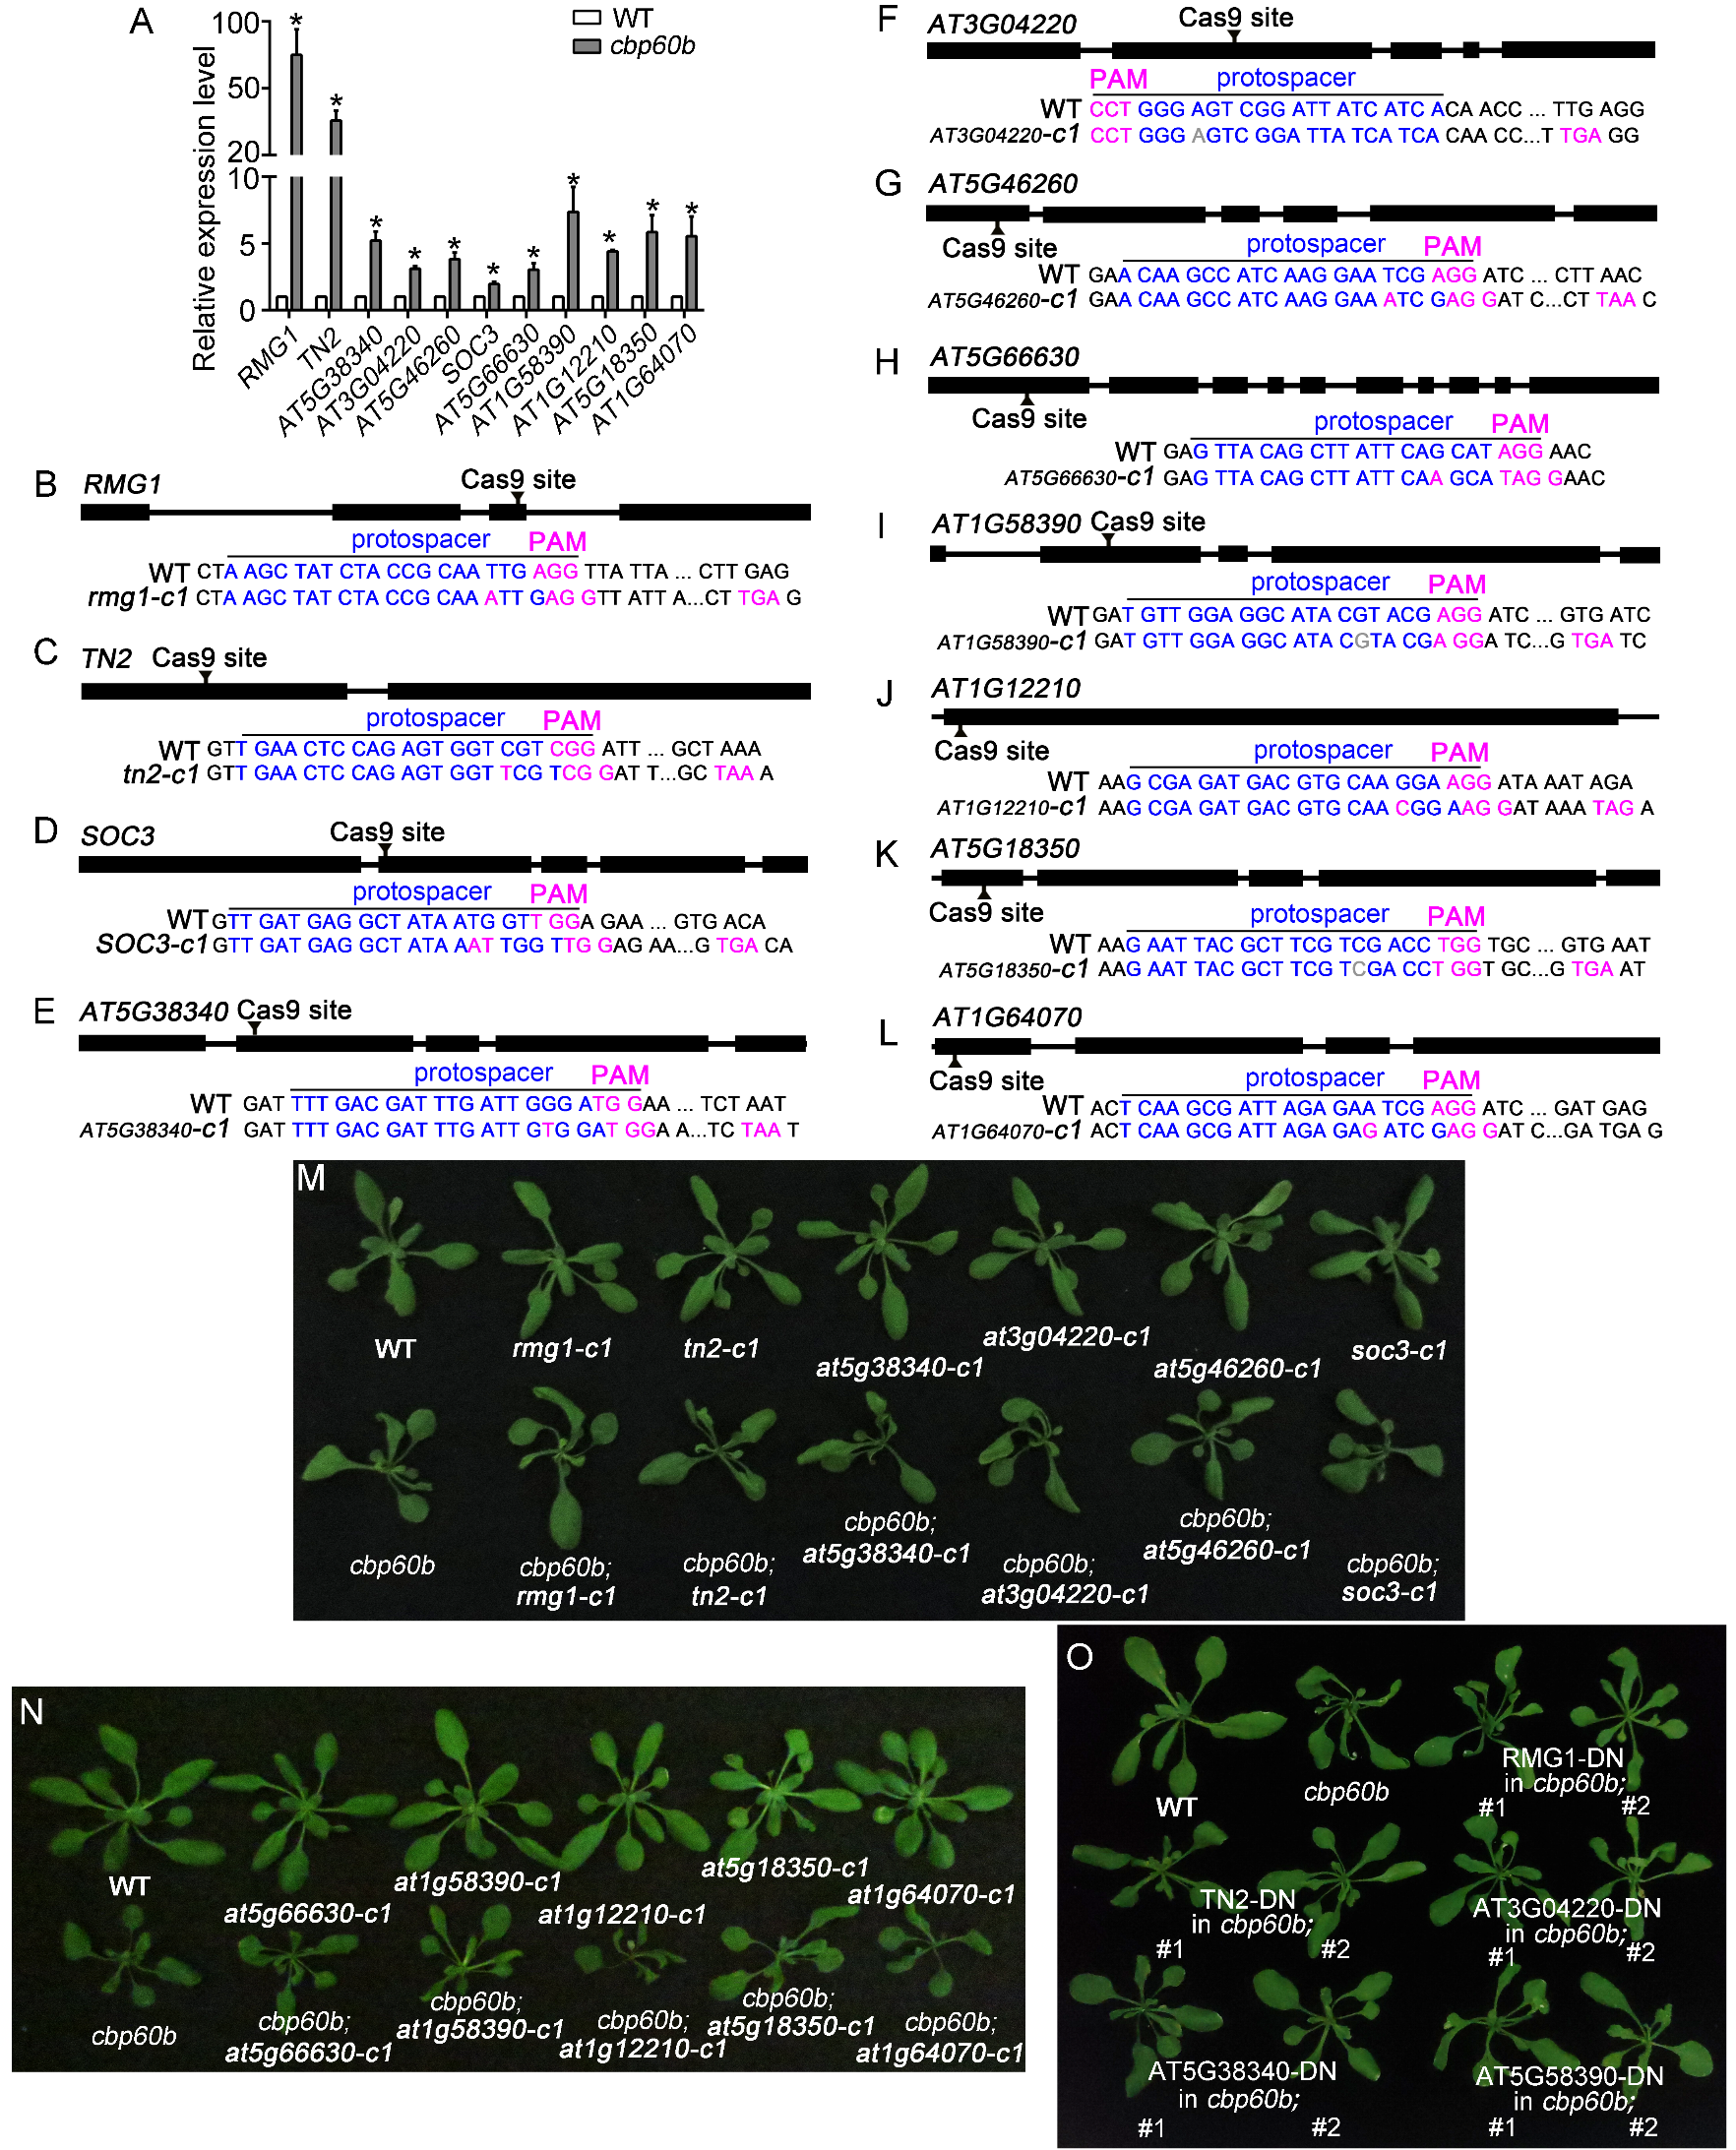

**Supplemental Figure 2. Functional loss of up-regulated *NLRs* in *cbp60b* fail to rescue the defects in *cbp60b*.**

(A) Relative transcript abundance of *NLRs* in WT and *cbp60b* by RT‐qPCRs. Asterisks indicate significant difference (t test; *P* < 0.05) (B-L) Genomic structure of *RMG1* (B), *TN2* (C), *SOC3* (D), *AT5G38340* (E), *AT3G04220* (F), *AT5G46260* (G), *AT5G66630* (H), *AT1G58390* (I), *AT1G12210* (J), *AT5G18350* (K) and *AT1G64070* (L). Target sites by Cas9 were indicated by inverted triangles on the genomic loci. Cas9-generated base pair deletions or insertions are indicated by grey or magenta letters, respectively. (M-O) Representative growth of the indicated genotypes at 3 WAG under LD conditions.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 3 — Figure S3: Expression analysis of endogenous, exogenous, and total CBP60g transcripts.

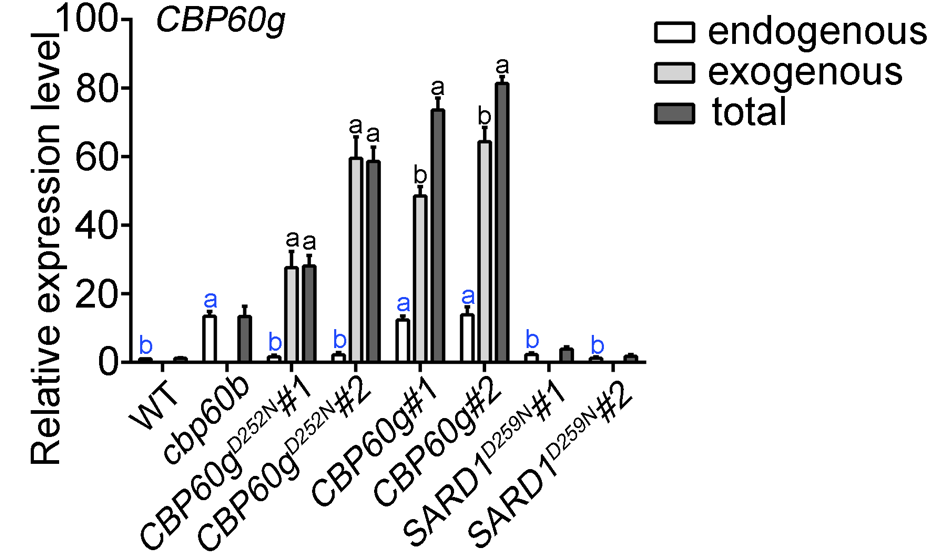

**Supplemental Figure 3. Expression analysis of endogenous, exogenous, and total CBP60g *transcripts.***

(A) Relative transcript abundance of endogenous, exogenous, and total *CBP60g* transcripts in the indicated genotypes by RT‐qPCRs. Values are means ± SE (n=3). Different letters indicate significantly different groups (1-Way ANOVA, Tukey’s multiple comparisons test, *P*<0.05). Blue letters indicate statistical significance of endogenous *CBP60g* transcript levels among different genotypes, whereas black letters indicate statistical significance between exogenous and total transcripts within the same genotype.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 4 — Figure S4: CBP60gD252N partially rescues the defects in quintuple.

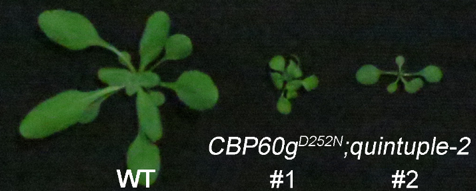

**Supplemental Figure 4. CBP60g^D252N^ partially rescues the defects in *quintuple*.**

Representative growth of WT and 2 independent lines of *UBQ10:CBP60g^D252N^-GFP;quintuple-2* at 3 WAG under LD conditions. Note that the *quintuple* plants die around 1-2 WAG and thus a representative plant is not included in the image taken at 3 WAG.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 5 — Figure S5: Functional loss of canonical effector‐triggered immunity (ETI) pathways only partially rescue the autoimmunity in quintuple.

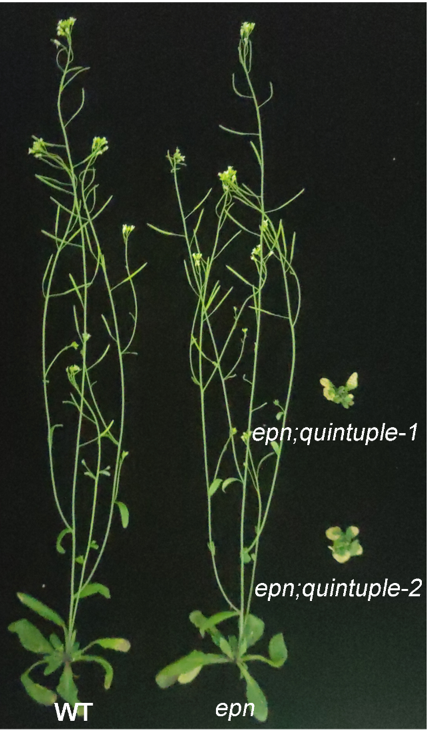

**Supplemental Figure 5. F****unctional loss of canonical ETI pathways only** **partially rescue the autoimmunity in *quintuple*.**

Representative growth of WT, *epn*, *epn;quintuple-1*, and *epn;quintuple-2* at 5 WAG under LD conditions. Note that the *quintuple* plants die around 1-2 WAG and thus a representative plant is not included in the image taken at 5 WAG.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 6 — Figure S6: The expression pattern of CBP60b‐f in aerial tissues.

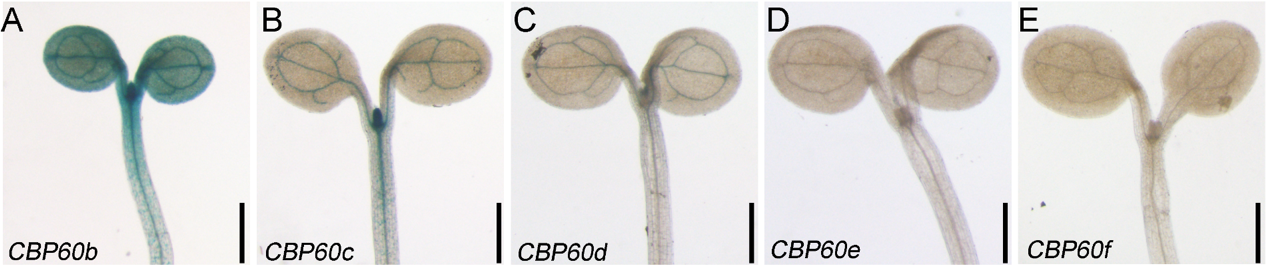

**Supplemental Figure 6. The expression pattern of *CBP60b-f* in aerial tissues.**

(A-E) Expression of *CBP60b-f* by histochemical GUS staining of *genomic:GUS* reporter lines at 5 DAG under LD conditions. Bars = 1 mm

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 7 — Figure S7: Gene ontology analysis of downregulated differentially expressed genes (DEGs) in indicated groups.

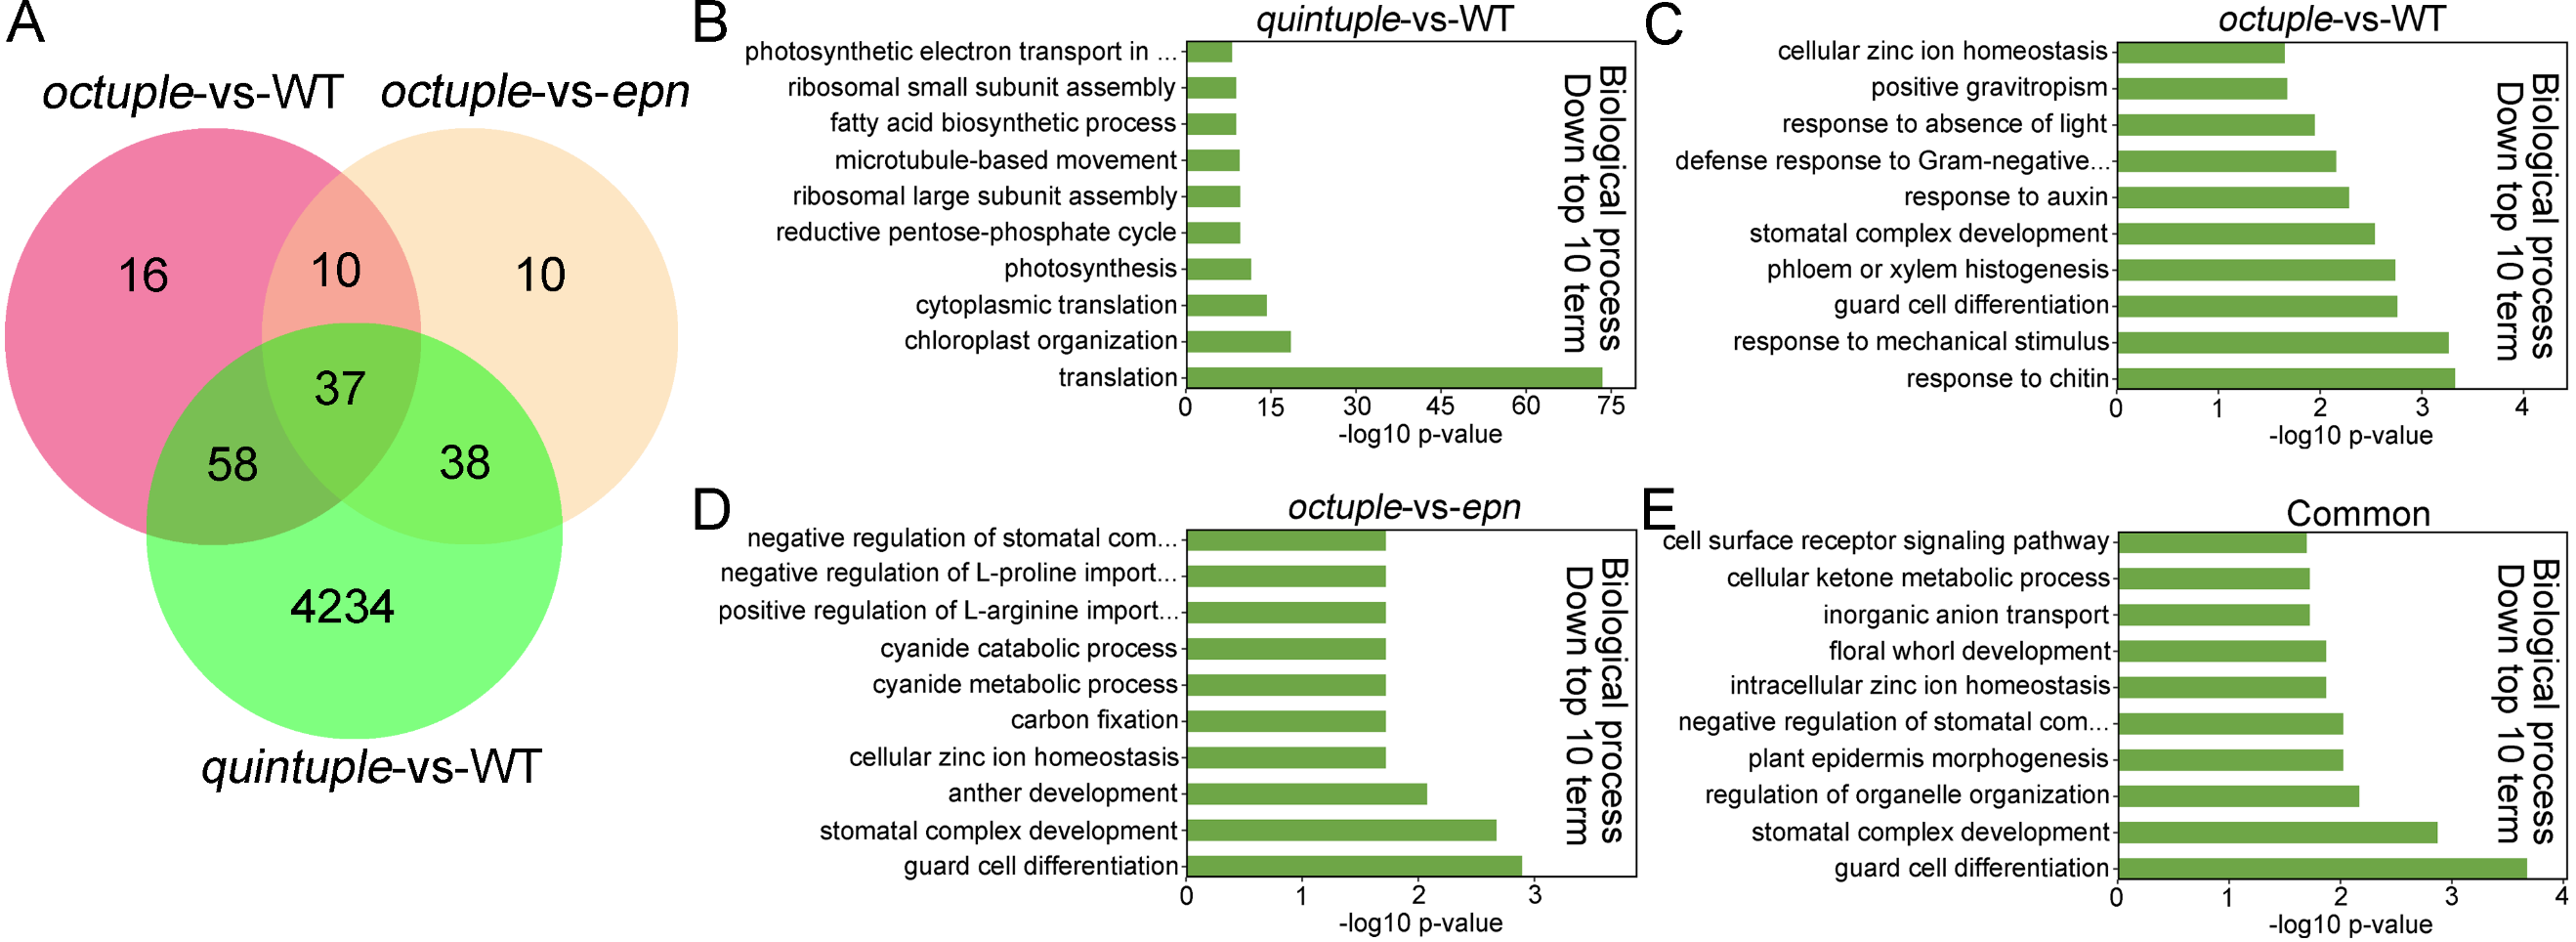

**Supplemental Figure 7. Gene ontology analysis of down-DEGs in indicated groups.**

(A) Venn diagram shows the overlapping numbers of down-DEGs in indicated groups. (B-E) Gene ontology enrichment of down-DEGs in *quintuple*-vs-WT (B), *octuple*-vs-WT (C) and *octuple*-vs-*epn* (D), and common down-DEGs (E). The lengths of the bars indicate the -log10-transformed p-values.

# Supplementary material for: Canonical ETI‐Dependent and ‐Independent Pathways Mediate Autoimmunity Caused by Loss of CBP60b Clade Function
**Source:** Mol Plant Pathol. 2026 Jul 11;27(7):e70318. doi: 10.1111/mpp.70318
**Supplement:** Supplementary file 8 — Figure S8: Overexpression of CBP60gD252N cannot completely rescue the autoimmunity in epn;quintuple.

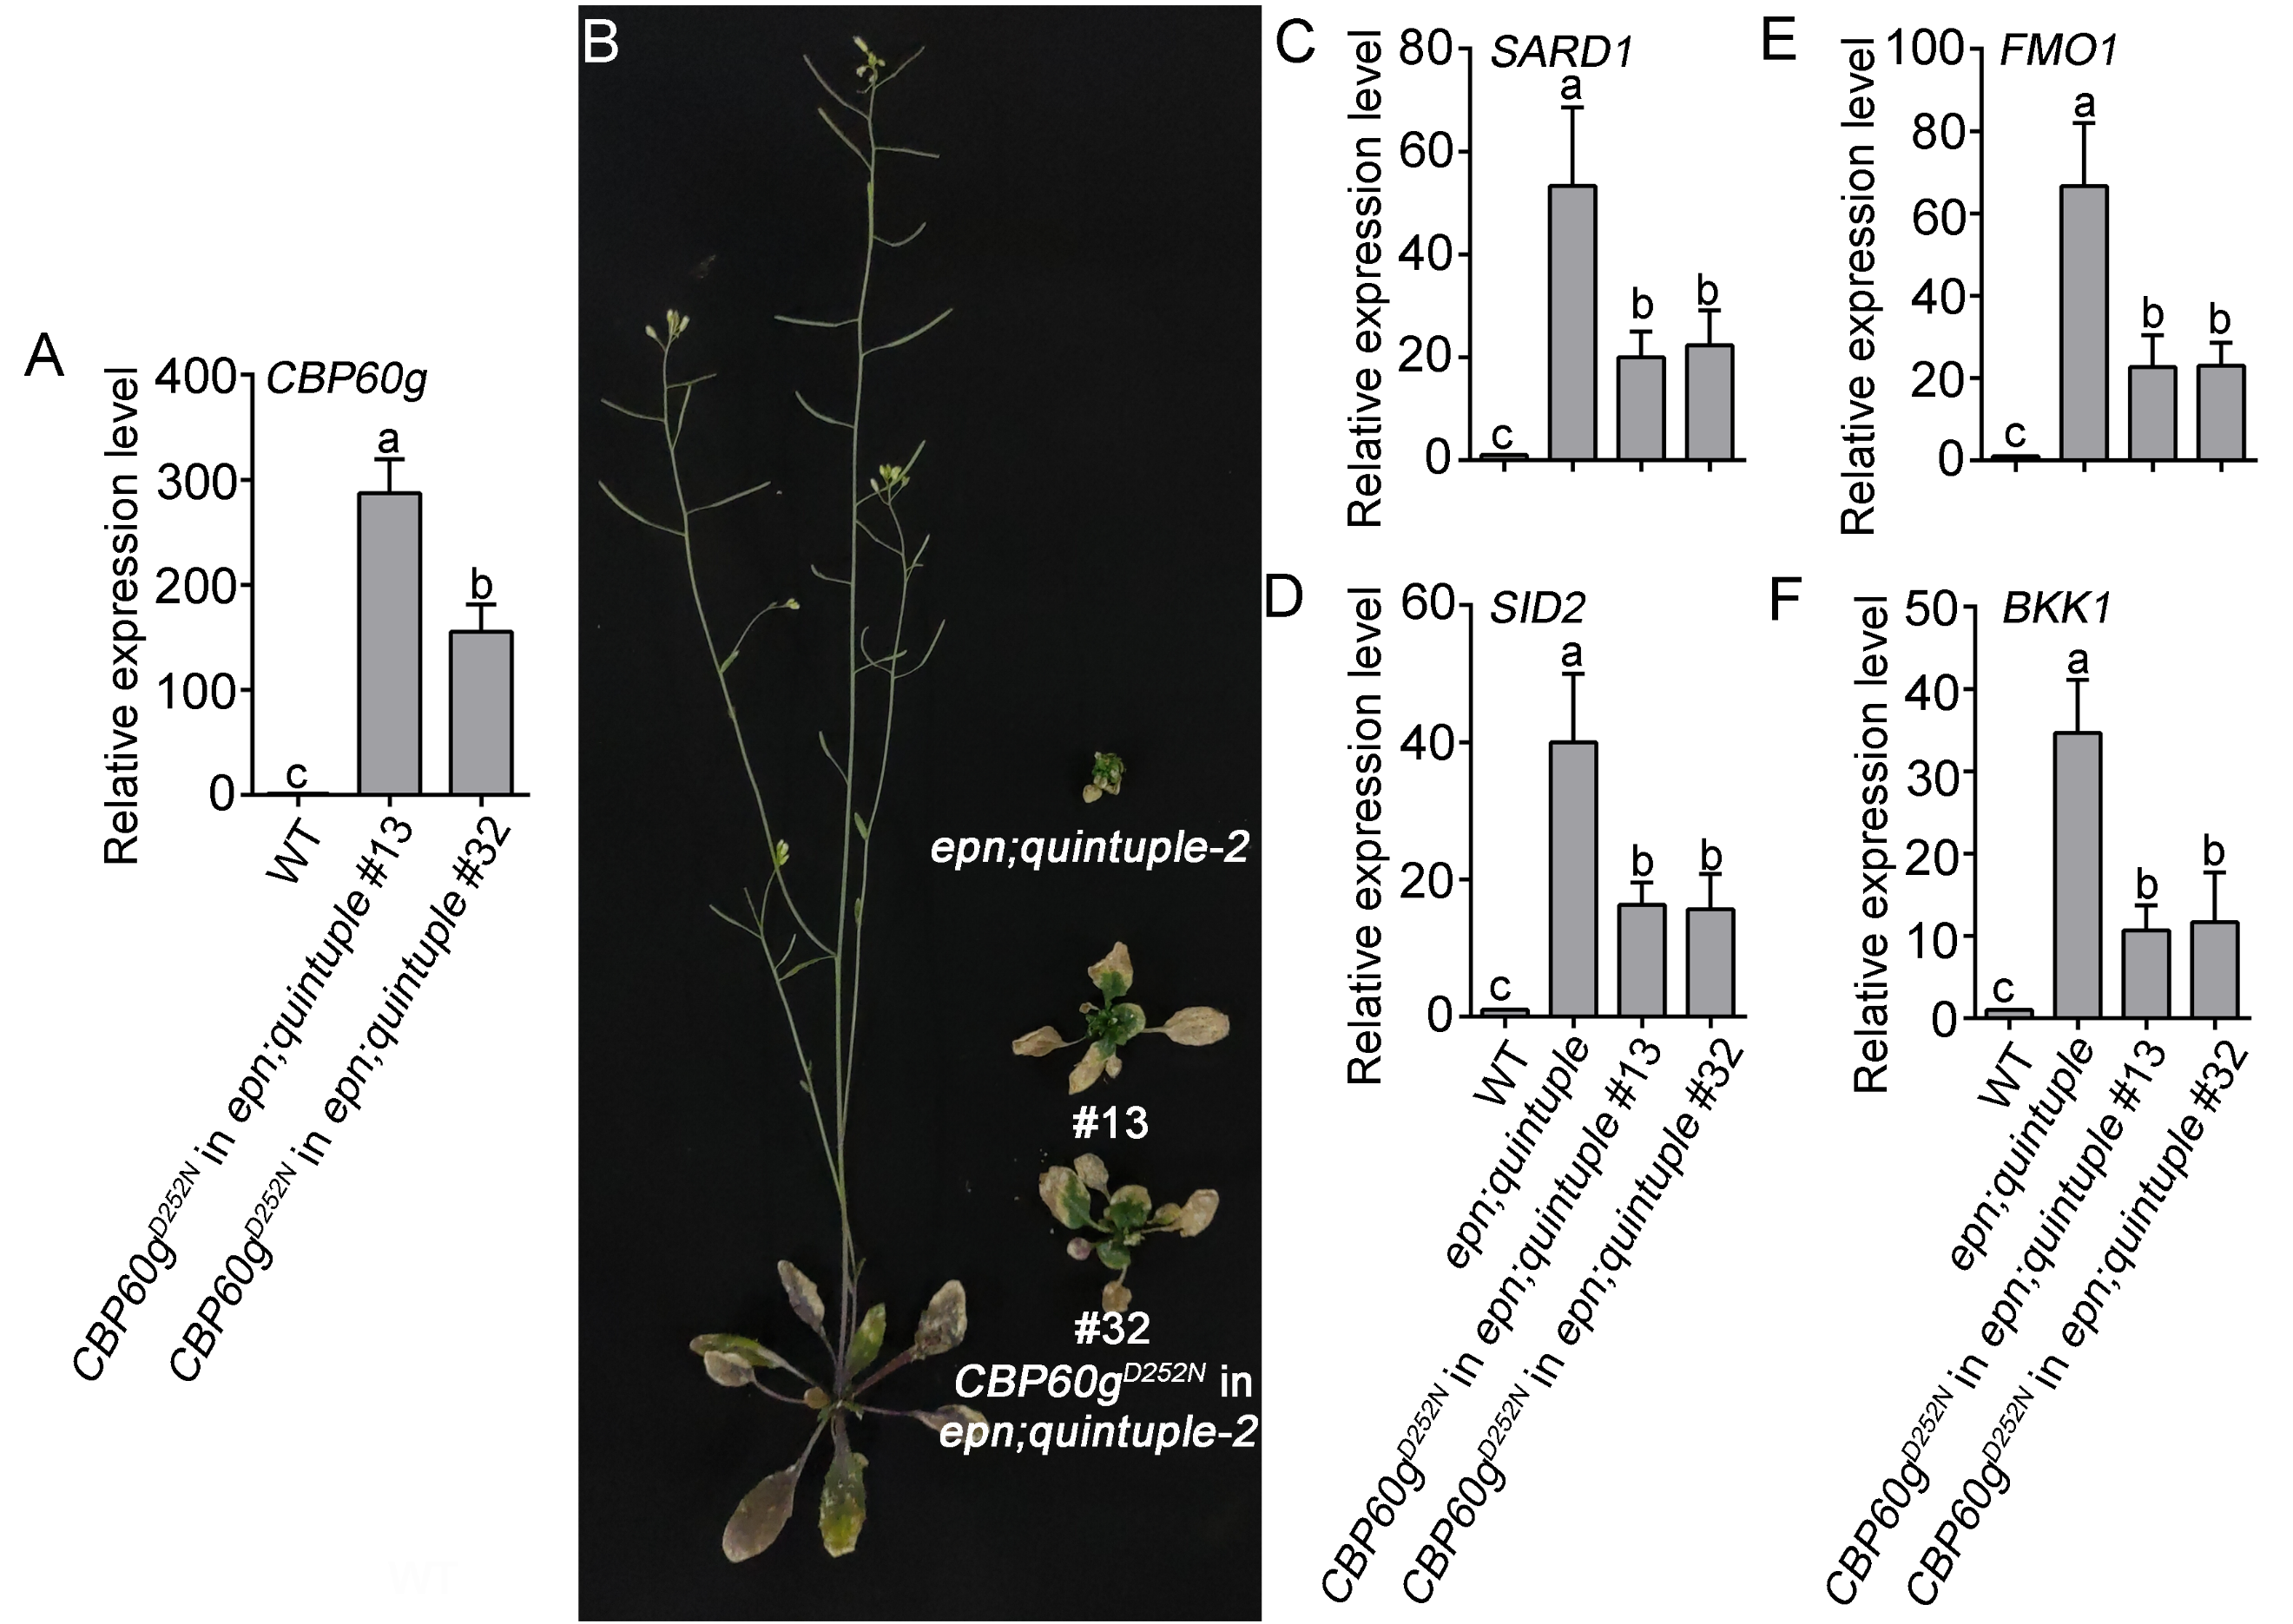

**Supplemental Figure 8.** **Overexpression of CBP60g^D252N^ cannot completely rescue the autoimmunity in *epn;quintuple.***

(A) Relative transcript abundance of *CBP60g* or *CBP60g^D252N^* in WT or 2 independent lines of *UBQ10:CBP60g^D252N^‐GFP* by RT‐qPCRs. (B) Representative growth of WT, *epn;quintuple-2*, *CBP60g^D252N^* in *epn;quintuple-2* #13 and *CBP60g^D252N^* in *epn;quintuple-2* #32 at 5 WAG under LD conditions. (C-F) Relative transcript abundance of *SARD1* (C), *SID2* (D), *FMO1* (E), and *BKK1* (F) in the indicated genotypes. RNAs were extracted from leaves of 3 WAG plants under LD condition. Values are means ± SE (n=4). Different letters indicate significantly different groups (1-Way ANOVA, Tukey’s multiple comparisons test, *P*<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

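RNA-seq of the aerial tissues of 2-week-old seedlings was analysed for 4 genotypes, WT, *epn*, *quintuple* and *octuple*, with 3 replicate samples each. The authors extracted RNA with TRIzol, made libraries with a VAHTS Universal kit and sequenced them on a NovaSeq instrument. The aligner, the counting tool, the annotation and the strand setting of the counting are not named in the paper's text. The authors deposited raw counts of fragments per gene, as whole numbers without normalization. The authors also deposited FPKM values, which were checked to be those counts divided by the sum of the counts of the library and by a gene length. The values of each sample were the same as the columns of the tables of the whole series, so each value was used once. All 23784 genes of the counts were found in the RefSeq annotation of Arabidopsis, which was used for names, products and neighbouring genes, and no coordinates are given because the genome build behind the counts is not stated. Growth measurements, RT-qPCR and reporter assays of the paper were not analysed here.

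Depth was similar across libraries, from 38698646 to 44294404 counted fragments, and counting limits therefore differ little, from 0.0677 to 0.0775 CPM for 3 counts. No pair of libraries of 1 genotype was a copy, since fewer than 0.8% of genes had identical counts and the chi-square per degree of freedom between replicates was at least 34.0. Replicate 3 of each genotype lay apart from replicates 1 and 2 on the second principal component, which held 11.3% of the variance, while the first held 70.4%. Whether equal replicate numbers pair the samples was checked from the deviations of each library from the mean of its genotype. The correlation across genes was from 0.182 to 0.785 in the 18 pairs of libraries with equal numbers from different genotypes and from -0.590 to 0.267 in the 36 pairs with different numbers, so a fit with the replicate number as a block was run beside each unblocked fit.

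Calls of DEGs were made with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter filterByExpr and the quasi-likelihood test, on the 6 libraries of each comparison. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2. The comparisons were *quintuple*-vs-WT, *octuple*-vs-WT and *octuple*-vs-*epn*, as in the paper, and *octuple*-vs-*quintuple* and *epn*-vs-WT. The difference of (*octuple* - *epn*) and (*quintuple* - WT) was tested as an interaction over all 12 libraries and is called background dependence. Overlaps were counted between called genes. In 20 simulations, 12 libraries without differences were drawn from the WT means. They gave the overlap at an unadjusted p below 0.05 that shared WT libraries can make when no gene differs. A first form of these simulations kept the real WT libraries and drew the other groups around their mean, which left no shared error to measure, and it was replaced after its values were seen. The simulations in which *octuple* was drawn at the level of *quintuple* and *epn* at that of WT were also added after the counts they are set against were seen. The levels of shared DEGs in *octuple* and *quintuple* were compared by the median log2 CPM per library and a two-sided exact permutation test, which cannot go below p = 0.1 with 3 libraries against 3.

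Immune gene lists for SA biosynthesis and signalling, SAR and NHP, PTI, JA biosynthesis and response, oxidative stress, and helper NLR and TNL signalling were written from general knowledge, and the NLR list was taken from section 2.1 of the paper. *RBOHD* is in both the PTI and the oxidative stress list, and *ALD1* of the SAR list had too few counts to be tested. These lists, and lists of photosystem and chlorophyll-binding proteins and of ribosomal proteins by annotated product, were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM with a prior count of 2. A list of clock genes and a list of phosphate starvation genes were added later and are used only under the other observations and the results given a closer look. GO biological process terms with 10 to 500 genes came from the reference annotation, in which 45.1% of the genes tested in *quintuple*-vs-WT carried a named term and 295 carried term numbers only. That is below the coverage of 80% set for this test, which was run because the annotation holds terms named in Fig. 5C-F.

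Genes named in the text were those that the paper names in its data availability statement and in section 2.1, the mutated genes, and members of the lists where a list is described. Added to these were the 3 up-DEGs and 3 down-DEGs with the largest fold change in each comparison among those with a mean of at least 10 counts in each group and no overlap between groups, and the 5 up and 5 down common DEGs with the largest smallest fold change. Reads shared with other genes were judged from the share of the exonic 50-base sequences of a gene that also lie in another gene and from overlapping genes.

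The alternatives were DESeq2 1.42.0 (the paper's tool), RLE size factors, upper-quartile factors, library size only, no low-count filter, a mean of at least 50 counts, one fit of all 12 libraries, the replicate number as a block, a test against a fold change of 2, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with an FPKM of at least 1 in 3 libraries, and each library left out in turn. For lists they were fry, an estimated correlation, library size only and the block, and for GO terms the DEGs of DESeq2 and terms with 10 to 2000 genes. These alternatives, the comparisons, thresholds, immune lists and rules for naming genes were fixed before the data were examined.

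The calls were tested on simulated data, in which 200 genes of each comparison were given an absolute log2 fold change of 2. The test as used recovered 134 of these with 9 false calls among 19499 genes in *quintuple*-vs-WT, 151 with 6 among 19039 in *octuple*-vs-WT, 166 with 10 among 19000 in *octuple*-vs-*epn*, 150 with 11 among 19446 in *octuple*-vs-*quintuple*, 160 with 15 among 18748 in *epn*-vs-WT and 132 with 5 among 19225 for background dependence. DESeq2 recovered 180, 186, 191, 186, 192 and 170 with 79, 88, 88, 87, 92 and 40 false calls in the same order. With the block, 85, 115, 151, 125, 124 and 116 were recovered with 7, 5, 13, 15, 11 and 6 false calls. The simulated libraries were drawn independently, without an effect of the replicate number. They therefore do not show what the block or the other tests recover in the real libraries, where replicates with equal numbers resemble each other.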

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

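Among the tests of this part, the use of the blocked fit of the background dependence against a harvest at another time, the simulations without a dependence on the background and the phosphate starvation list were chosen only after the result was seen.

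The effect of the *cbp60* mutations differed between the *epn* and the WT background, by a test of the difference itself over 12 libraries. The change was higher in the *epn* background for 2808 genes and lower for 1759 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20134 genes tested). Genes called up in *quintuple*-vs-WT had the effect lowered in 1689 of 3846 cases, and genes called down had it raised in 2647 of 3849. These genes were chosen with libraries that also enter the difference, which favours these directions. In 20 simulations in which *epn* equalled WT and *octuple* equalled *quintuple*, there were at most 0 such calls in either direction. Calls are too few in these simulations to measure what the choice of genes adds. *LTL1* had a log2 difference of 7.60 (adjusted p 2.72e-05) and AT5G28520 of -9.16 (adjusted p 0.000246, same test). Library depth does not account for it, since 4542 genes were called after thinning every library to the smallest total, of which 4461 were called before. A few abundant genes do not account for it either, since 4554 genes were called when the libraries were scaled by totals without the 100 most abundant genes of each. With the replicate number as a block 5697 genes were called, so a harvest of replicate 3 at another time of day is not its source. Library size only changed the balance of the directions, with 2105 up and 2608 down (44.7% up, against 61.5% with TMM scaling), and moved the median of all genes to -0.23. Of 100 regroupings of the 12 libraries within replicate numbers, 6 gave as many genes, the real one included, and the largest other count was 7391. The 5 others all kept the 3 *quintuple* libraries together, as only 5 of the regroupings did, and the median of the others was 0. Such an arrangement carries the whole difference of *quintuple* into the contrast, so this count weighs neither for nor against the interaction, a reading set after the count was seen. In comparisons without a library in common, the *epn* mutations changed 6197 genes in the *quintuple* background (*octuple*-vs-*quintuple*) and 0 in WT (*epn*-vs-WT; 104 with the block). A biological dependence on *EDS1*, *PAD4* and *NDR1* stays open as a hypothesis in these data, by a test planned before the data were examined. From growth and marker gene RT-qPCR, the paper reports that the *epn* mutations suppress *quintuple* only in part.

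In *octuple*-vs-*quintuple*, which the paper does not report as a comparison, 3274 genes were called higher and 2923 lower in *octuple* (19643 genes tested). The paper states that *quintuple* plants die at about the age sampled, and a part of dying seedlings in these counts was not tested. The gene *LTI65* had a log2 fold change of -6.70 (adjusted p 0.00115) and *DOX1* of -7.23 (adjusted p 0.00486, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After thinning to the smallest total 6160 genes were called (6101 of them before), and 6208 when scaled without the 100 most abundant genes of each library (5948 of them before), so depth and a few abundant genes do not account for the count. With library size only, 2460 genes were called higher and 3926 lower (38.5% higher, against 52.8% with TMM scaling), so the balance of the directions depends on the scaling. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the largest other count was 0. Of the 4 splits that part every pair of equal replicate numbers, 1 gave as many, also the real one. With 3 libraries against 3 the share cannot fall below 0.1, so the count of splits decides nothing by itself. At an unadjusted p below 0.05 there were 11073 genes in the real split and at most 473 in the others, and on the first principal component the *quintuple* libraries lay at 177 to 210 and the *octuple* libraries at -24.3 to 7.98.

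In both *octuple* comparisons, 16 genes were called up that were not up-DEGs of *quintuple*-vs-WT, and 11 of them were called higher in *octuple* than in *quintuple*. The number depended on the setting. It was 75 with the replicate number as a block, 65 with DESeq2, 31 with one fit of all 12 libraries and 3 against a fold change of 2. Fits without 1 library have fewer samples and gave from 0 (without *octuple* replicate 1 or *epn* replicate 2) to 18 (without *octuple* replicate 3). Of the 16, *EXPA12*, AT2G44070, *FAR6* and *PAP14* had too few counts to be tested in *quintuple*-vs-WT, and the first 3 of these had a higher mean in *quintuple* than in WT (AT2G44070 0.303 against 0.00837 CPM). *ORS1* was raised in *quintuple*-vs-WT without being called (log2 fold change 1.23, adjusted p 0.0890, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ETR2* (0.95, 0.0306) and AT5G45280 (0.72, 0.0472) were raised there below a fold change of 2, with adjusted p below 0.05 in the same test, and neither was called higher in *octuple* than in *quintuple*. AT1G23110 and AT5G20790 were called down in *quintuple*-vs-WT (log2 fold changes -2.78 and -2.38) and up in *octuple*-vs-WT (2.94 and 2.48), and both were chosen after their values were seen. After thinning, 14 of the 16 were still called up in both comparisons, so depth does not account for most of them. Both comparisons use the same *octuple* libraries. The simulations of an unchanged group had too few calls for an overlap (at most 0 genes up in both), so they do not test an error shared through these libraries. The 11 genes called higher in *octuple* than in *quintuple* had log2 fold changes there from 1.16 (SE 0.15, AT2G34300) to 9.41 (SE 0.71, *PAP14*). These values argue against scatter between single *octuple* libraries for these 11 genes, and do not cover the rest of the 16. An error common to all *octuple* libraries cannot be told apart from a change. A list of 22 phosphate starvation genes, chosen after the 16 genes were seen and without them, was higher in *octuple*-vs-WT with a median log2 fold change of 1.63 (20 of 21 tested genes higher by edgeR's fold change, all but *GDPD6*, adjusted p 4.87e-13 in camera, 0.00658 in fry, 0.0831 with an estimated correlation). Against *epn* the median was 1.45 (20 of 21 higher, again all but *GDPD6*, adjusted p 9.44e-12 in camera), in *octuple*-vs-*quintuple* 1.08 (16 of 21, 0.0150) and in *quintuple*-vs-WT 0.34 (11 of 18, 0.445). In *epn*-vs-WT it was 0.05 (10 of 20, adjusted p 0.0245 in camera and 0.277 in fry). A response to low phosphate in *octuple* is thus a candidate explanation for some of these genes, found and tested on the same data, and whether it follows from the genotype or from how the *octuple* seedlings were grown was not tested.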

How the results depend on the processing

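No test of this part was chosen after the result was seen. The median difference between *octuple* and *quintuple* of the shared down-DEGs, 0.61 as reported, changed sign under 1 alternative with all libraries and in 5 of the 9 fits without 1 library that bear on it. Unless a reason is given, the cause was not tested.

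The alternative tests for genes gave the following counts. DESeq2 called 906 up-DEGs and 120 down-DEGs in *octuple*-vs-WT, 1046 and 95 in *octuple*-vs-*epn*, and 6 and 34 in *epn*-vs-WT. It gave 818 shared and 676 common up-DEGs, 93 shared and 38 common down-DEGs, a median difference of -1.80 for the shared up-DEGs and 5 immune-related GO terms in the common up-DEGs against 1. One fit of all 12 libraries gave 614 up-DEGs and 48 down-DEGs in *octuple*-vs-WT, 708 up-DEGs in *octuple*-vs-*epn*, 3 down-DEGs in *epn*-vs-WT, 573 shared and 478 common up-DEGs, 37 shared down-DEGs and a median difference of 0.19 for them. The replicate number as a block gave 977 and 141 in *octuple*-vs-WT, 1063 and 123 in *octuple*-vs-*epn*, 11 and 93 in *epn*-vs-WT, 870 shared and 751 common up-DEGs, 97 shared and 52 common down-DEGs, and median differences of -1.87 for the shared up-DEGs and 1.78 for the shared down-DEGs. The test against a fold change of 2 is stricter by construction and gave 2263 down-DEGs in *quintuple*-vs-WT, 104 and 5 in *octuple*-vs-WT, 210 and 3 in *octuple*-vs-*epn*, 1547 and 1517 in *octuple*-vs-*quintuple*, 97 shared and 72 common up-DEGs, 4 shared and 1 common down-DEG, and median differences of -1.30 and -0.24, the latter with its sign changed. The filter on a mean of at least 50 counts tests fewer genes and gave 17 down-DEGs in *octuple*-vs-WT, 12 shared and 7 common down-DEGs. Library size only gave median differences of -1.80 and 0.32. On log2(FPKM + 1) there were 2142 down-DEGs in *quintuple*-vs-WT, 1759 up-DEGs in *octuple*-vs-*quintuple*, 12 shared and 6 common down-DEGs and a median difference of 0.0854 for the shared down-DEGs. On log2(FPKM + 0.1) there were 2540, 2097, 7 common down-DEGs, 1 down-DEG in *epn*-vs-WT and median differences of -1.77 and 0.32. Upper-quartile factors, RLE size factors and no low-count filter changed none of these counts by more than 1.5 times.

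Leaving out 1 library at a time gave the following lowest and highest values. In *quintuple*-vs-WT there were 3587 to 3885 up-DEGs and 3567 to 3792 down-DEGs, in *octuple*-vs-WT 42 to 204 and 3 to 22, in *octuple*-vs-*epn* 72 to 339 and 3 to 19, in *octuple*-vs-*quintuple* 2811 to 3209 and 2427 to 2846, and in *epn*-vs-WT 0 to 0 in both directions. Background dependence was called higher for 2440 to 2770 genes and lower for 1288 to 1772. There were 41 to 318 shared and 22 to 230 common up-DEGs, 2 to 22 shared and 1 to 11 common down-DEGs. The median difference ran from -1.60 to -1.06 for the shared up-DEGs and from -0.24 without WT replicate 2 to 0.67 without *quintuple* replicate 1 for the shared down-DEGs, and it was below 0 without WT replicate 1, 2 or 3 and without *octuple* replicate 1 or 2. Of the immune gene list tests 27 to 31 passed, and of the annotation list tests 2 to 5. Without 1 library the test has fewer samples, and the *octuple* comparisons had the largest relative changes.

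Of the 35 immune gene list tests, 29 passed with camera and 0 with the estimated correlation, and of the annotation list tests 4 with camera and 0 with both the estimated correlation and fry. In *epn*-vs-WT the photosystem and chlorophyll-binding genes, not past the threshold over all libraries, were lower and passed without WT replicate 3 and were higher and passed without *epn* replicate 3 (0.0121), and the adjusted p in camera ran from 0.00165 without WT replicate 3 to 0.904 without *epn* replicate 1. Of the list results, 33 were weaker with the estimated correlation, 10 were weaker with fry, and 1 was stronger with the block (the NLR list in *octuple*-vs-WT). In the fits without 1 library, 7 were stronger and 9 weaker, and library size only changed 0.

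For the named genes, DESeq2 made 22 results stronger and 0 weaker, the block 30 stronger and 2 weaker (AT1G21550 in *octuple*-vs-*quintuple* and in the background dependence), and the test against a fold change of 2 made 32 weaker. Library size only made 12 stronger and 4 weaker, log2(FPKM + 0.1) 8 and 3, log2(FPKM + 1) 10 and 5, one fit 7 and 2, no low-count filter 1 and 2, the mean count filter 0 and 3, RLE size factors 0 and 1 and upper-quartile factors 0 and 2. Without 1 library, 26 results were stronger and 218 weaker, and 2000 stayed on their side of the threshold.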

Differences from the paper's values

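No test of this part was chosen after the result was seen. The values that differ by more than 1.5 times are those of the *octuple* comparisons, and 6 of 13 values in the text did not differ. In *octuple*-vs-WT 342 genes were called up, against the paper's 902, and 29 down, against the paper's 121. In *octuple*-vs-*epn* 441 genes were called up, against the paper's 1043, and 24 down, against the paper's 95. Between *quintuple*-vs-WT and *octuple*-vs-WT 313 up-DEGs were shared, against the paper's 814, and 228 were common to all 3 comparisons, against the paper's 672. Common down-DEGs were 11, against the paper's 37. Of the alternatives set before the data were examined, DESeq2 (906, 1046, 818 and 676), one fit of all 12 libraries (614, 708, 573 and 478) and the replicate number as a block (977, 1063, 870 and 751) brought the up-DEG values of *octuple*-vs-WT, *octuple*-vs-*epn*, shared and common within 1.5 times of the paper's. For the down-DEGs of *octuple*-vs-WT, of *octuple*-vs-*epn* and common to all, DESeq2 (120, 95 and 38) and the block (141, 123 and 52) did so. DESeq2 is the tool that the paper's methods name. RLE size factors, upper-quartile factors, library size only, no low-count filter, the mean count filter, the test against a fold change of 2 and both FPKM settings closed none of these gaps, nor did leaving out 1 library. The 17 log2 fold changes compared, from the part of the paper's tables that was read, did not differ.

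The paper's tables of DEGs were read only in part, so the tallies of its named genes are not complete. The part read lists 7 of them in *octuple*-vs-WT, of which 2 were called, and 7 in *octuple*-vs-*epn*, of which 4 were called. Not called in *octuple*-vs-WT were *CBP60f* (adjusted p 0.0721), *SID2* (0.0702), *PR1* (0.239), *RMG1* (0.0825) and *BKK1* (0.204), and in *octuple*-vs-*epn* *SID2* (0.0544), *FMO1* (0.0811) and *BKK1* (0.168), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 and the replicate number as a block called all 7 of that part in each comparison. In *octuple*-vs-WT, *CBP60f* was also called with library size only, one fit of all 12 libraries and both FPKM settings, *SID2* with one fit of all 12 libraries and log2(FPKM + 1), and *RMG1* with one fit of all 12 libraries. In *octuple*-vs-*epn*, *SID2* was also called with library size only, no low-count filter, one fit of all 12 libraries and both FPKM settings. *BKK1* shares 23.1% of its exonic 50-base sequences with other genes.

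The paper describes the top GO terms of the common up-DEGs as mostly immune-related. Of the 3 enriched terms 1 was immune-related, and of the 10 terms with the smallest p 5 were, and with DESeq2 5 of 13 enriched terms and 4 of the 10 were. The paper also names salicylic acid, defence to bacterium, systemic acquired resistance, oxidative stress, bacterium and jasmonic acid among the enriched terms of *octuple*-vs-WT and *octuple*-vs-*epn*. Response to jasmonic acid stimulus was enriched in both, response to oxidative stress in *octuple*-vs-*epn* only (and in *octuple*-vs-WT with DESeq2), and response to bacterium in *octuple*-vs-*epn* only. Response to salicylic acid stimulus, defense response to bacterium and systemic acquired resistance were enriched in neither comparison, with DESeq2 or with larger terms included either, and regulation of defense response was not among the terms tested. The terms used here covered 45.1% of the genes tested in *quintuple*-vs-WT, and the paper's text does not name its annotation. Unlike annotations may therefore lie behind these differences, which was not tested. GO terms were not tested on the DEGs of the blocked fit. Fig. S7 shows enriched terms in the down-DEGs of *octuple*-vs-WT, of *octuple*-vs-*epn* and in the common down-DEGs, where 0 terms were enriched with any of the 3 settings, and 8, 9 and 8 had an unadjusted p below 0.05 in the main setting.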

Other observations

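Among the tests of this part, the clock genes, the totals of replicate 3, the sharing of reads between CBP60 paralogs, the overlap without a library in common and the test of *quintuple* RNA in WT library 1 were chosen only after the result was seen.

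The counts of DEGs were set against the other splits of the 6 libraries of a comparison. In *quintuple*-vs-WT 1 of the 10 splits gave as many DEGs, the real one, with at most 0 in the others, and the same held for *octuple*-vs-WT (1 of 10) and *octuple*-vs-*epn* (1 of 10). With 3 against 3 the share is never below 0.1, so these counts of splits decide nothing by themselves. At an unadjusted p below 0.05 the real split had 12269 genes in *quintuple*-vs-WT, 2829 in *octuple*-vs-WT and 2820 in *octuple*-vs-*epn*, and the others at most 328, 1800 and 1892, or at most 128, 117 and 179 in the splits that part every pair of equal replicate numbers. The up-DEGs of *octuple*-vs-WT and *quintuple*-vs-WT shared 313 genes, and those of *quintuple*-vs-WT and *octuple*-vs-*epn*, which have no library in common, shared 414 against 76.8 under independent calls, so the shared WT libraries do not account for the overlap as a whole.

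In *epn*-vs-WT 0 genes were called up and 0 down among 18992 tested without a block, and 419 genes had an unadjusted p below 0.05. That result depends on the setting, since 11 genes were called up and 93 down with the replicate number as a block (1967 at an unadjusted p below 0.05), 6 and 34 with DESeq2, 0 and 3 with one fit of all 12 libraries and 0 and 1 on log2(FPKM + 0.1). Without a block, all 10 of the 10 splits gave as many genes, since each gave 0, and by the number of genes at an unadjusted p below 0.05, 6 of 10 splits gave as many. Of the 5 others among these 6, 4 put both replicate 3 libraries in 1 group (2193 to 2884 genes) and so count the difference of replicate 3. Among the 4 splits that part every pair of equal replicate numbers, the real one had the most, 419 genes against 62, 62 and 72. In the same comparison the SA list was lower (adjusted p 4.03e-05), the SAR list lower (5.65e-06), the PTI list lower (0.0189) and the JA list higher (0.00995) in limma's camera with Benjamini-Hochberg adjustment, and none of the 4 passed with fry. The oxidative stress (0.486), helper NLR (0.140) and NLR (0.581) lists did not pass in camera. Without *epn* replicate 3 the adjusted p of the PTI list was 0.449, and without *epn* replicate 2 that of the JA list was 0.691 (camera). Photosystem and chlorophyll-binding genes were higher in *octuple* than in *quintuple* (adjusted p 9.65e-06 in camera, 0.0940 in fry). The NLR list had an adjusted p of 0.0677 in *octuple*-vs-WT (2 of 8 genes called up adjusted over the list alone) and 0.0101 in *octuple*-vs-*epn* (2 of 7) in camera, and the latter rose to 0.0941 without *octuple* replicate 3. In *octuple*-vs-WT this list passed in camera with the replicate number as a block (adjusted p 0.0301) and did not pass with fry (0.115).

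Replicate 3 of each genotype lay apart from replicates 1 and 2. Between 2509 and 3065 genes moved at least 2-fold in replicate 3, against 1387 to 1634 between replicates 1 and 2. A harvest of replicate 3 at another time of day was tested with a list of 11 clock genes. In all 4 genotypes, 10 of the 11 lay outside replicates 1 and 2 in the predicted direction, with a median log2 difference of -4.54 for the 4 morning genes and 2.89 for the 7 evening genes, and *GI* went the other way. Library size does not account for it, since the total of replicate 3 lay between those of the others in 2 genotypes, was the highest in 1 and the lowest in 1. Gene length and GC content do not account for it, because the correlation of these deviations between genotypes was at least 0.411 after the trend with length was removed and at least 0.415 after GC content and length were removed. A different harvest time may therefore lie behind replicate 3, as a hypothesis, and a different batch of growth or sequencing that also moved the clock was not tested.

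*CBP60b*, which is mutated in *quintuple*, was called higher in *quintuple* than in WT, by 2.28 on the log2 scale. The gain was 165.8 CPM, while the other 7 genes of the family (*CBP60a*, c, d, e, f and g and *SARD1*) held 96.1 CPM together in WT, and those that fell in *quintuple* lost 14.9 CPM, a difference of 150.9 CPM, so reads moved from paralogs do not account for it. With library size only the log2 fold change was 2.53 (adjusted p 0.000194, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the scaling does not account for it either. In *octuple* against *quintuple* it was -2.07 (adjusted p 0.00131, same test). Transcription of the mutant allele raised by the immune state is 1 open explanation, and it was not tested.

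Within the CBP60 family, *CBP60a* was at 18.1 ± 7.16 CPM in WT, 22.7 ± 11.3 in *epn*, 81.0 ± 42.7 in *quintuple* and 43.0 ± 18.3 in *octuple*. *CBP60g* was at 7.44 ± 3.38, 4.66 ± 2.85, 139 ± 38.9 and 11.0 ± 4.71 CPM, and *SARD1* at 7.43 ± 3.50, 1.30 ± 0.822, 54.7 ± 41.5 and 2.63 ± 1.56 CPM. *CBP60g* was called lower in *octuple* than in *quintuple* (-3.63, adjusted p 0.00149) and not called in *octuple*-vs-WT (0.57, 0.673), and *SARD1*, which shares 15.7% of its exonic 50-base sequences with other genes, was lower in *octuple* than in *quintuple* (-4.34, 0.00504, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

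WT library 1 had more *PR1* counts than the other WT libraries. Seedlings with active immunity in that pool were tested with the 3846 genes called up in *quintuple*-vs-WT, which lay higher in WT library 1 than in the other two by a median of 0.16 on the log2 scale (67.2% of genes higher). Replicate 1 of *epn* (0.09) and of *octuple* (0.29) shifted the same way, which keeps this explanation open, and it cannot be told apart from an effect of replicate 1. The reading of this test was set to open after those shifts were seen. RNA or reads of a *quintuple* sample in WT library 1 would give 1 share for all genes, but among 13 genes with at least 50 counts the share of the *quintuple* level ran from 0.211% to 3.21%, a ratio of 15.2, against 4.44 between the *quintuple* libraries, with *PR1* at 1.29%. *OSM34*, the 14th gene that met the limits in *quintuple* and in the other WT libraries, had 1 count in WT library 1 and a share of -0.0347%, and was not in that range. This test first used the median share, and the spread of shares was taken in its place after the values were seen.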
